# Transposable element-initiated enhancer-like elements generate the subgenome-biased spike specificity of polyploid wheat

**DOI:** 10.1038/s41467-023-42771-9

**Published:** 2023-11-17

**Authors:** Yilin Xie, Songbei Ying, Zijuan Li, Yu’e Zhang, Jiafu Zhu, Jinyu Zhang, Meiyue Wang, Huishan Diao, Haoyu Wang, Yuyun Zhang, Luhuan Ye, Yili Zhuang, Fei Zhao, Wan Teng, Wenli Zhang, Yiping Tong, Jungnam Cho, Zhicheng Dong, Yongbiao Xue, Yijing Zhang

**Keywords:** Mobile elements, Polyploidy in plants, Transcriptional regulatory elements, Agricultural genetics

## Abstract

Transposable elements (TEs) comprise ~85% of the common wheat genome, which are highly diverse among subgenomes, possibly contribute to polyploid plasticity, but the causality is only assumed. Here, by integrating data from gene expression cap analysis and epigenome profiling via hidden Markov model in common wheat, we detect a large proportion of enhancer-like elements (ELEs) derived from TEs producing nascent noncoding transcripts, namely ELE-RNAs, which are well indicative of the regulatory activity of ELEs. Quantifying ELE-RNA transcriptome across typical developmental stages reveals that TE-initiated ELE-RNAs are mainly from RLG_famc7.3 specifically expanded in subgenome A. Acquisition of spike-specific transcription factor binding likely confers spike-specific expression of RLG_famc7.3-initiated ELE-RNAs. Knockdown of RLG_famc7.3-initiated ELE-RNAs resulted in global downregulation of spike-specific genes and abnormal spike development. These findings link TE expansion to regulatory specificity and polyploid developmental plasticity, highlighting the functional impact of TE-driven regulatory innovation on polyploid evolution.

## Abstract (web summary)

The direct impacts of transposable element dynamics on polyploid regulation and developmental specificity remain unclear. Here, the authors show that a large proportion of enhancer-like elements (ELEs) are mainly originated from RLG_famc7.3 specifically expanded in subgenome A, producing active nascent transcripts and influencing wheat spike development.

## Introduction

The rise of hexaploid wheat in the Fertile Crescent about 10,000 years ago revolutionized the way modern humans live^1–3^. Common wheat (*Triticum aestivum*, AABBDD) genome consists of three sets of diploid genomes adapted to different environments and dominates global wheat production^4,5^. Subgenomic diversity is one major factor contributing to the success of common wheat^3,6^. The three subgenomes, particularly the intergenic regions, were highly divergent due to multiple rounds of transposable element (TE) expansions^5^. TEs make up around 85% of the 16 Gb common wheat genome, which contribute a substantial amount of regulatory elements (REs) and are potentially associated with co-option of TE and the host genome^7^. However, a causal relationship between TE-embedded REs and polyploid plasticity has so far been missing. Therefore, it is unknown if the contribution of TEs to REs has functional relevance or due to genetic drift. Elucidating this issue is important for understanding the impact of TE turnovers across diploid progenitors on the polyploid plasticity during evolution, and for crop improvement by targeting REs without altering the coding sequences.

Common wheat TEs preferentially contribute to distal REs, some of which have enhancer activity^7^. Consistently, abundant chromatin loops were detected by Hi-C technology in common wheat, indicating abundant distal regulations^8,9^. However, inferring the function of distal REs is challenged by their ability to act on target genes over long and variable distances, as well as the propensity of individual enhancers to regulate multiple genes. Additional challenges are that RE activity is dynamic and restricted to specific tissue or responsive to specific environmental cues. Furthermore, functional REs have no discernible sequence signature. Therefore, new approaches are needed to functionally dissect the distal RE. Recent human studies reported prevalent transcription of noncoding transcripts (ncRNAs) from polymerase II-initiated enhancers, generating enhancer RNAs (eRNAs), some of which play diverse roles in regulating cellular functions^10–16^. Despite it remains unclear whether eRNA functions are generalizable, given that eRNA transcription occurs very early in gene transcription process, and their activities correspond well to the dynamic tissue and lineage specificity, eRNA serves as a good marker of cell state and function. Recent report in common wheat seedlings detected thousands of nascent noncoding transcripts produced by ELEs, which were much more likely to be functional than candidate REs that were not transcribed^17^. Profiling the transcriptional specificity of these ELE-RNAs is a promising strategy for deducing the regulatory functions of ELEs.

The majority of eRNAs are generally unstable, which are not readily detectable in steady-state RNA-sequencing data. Their annotation depends on sequencing nascent RNA using approaches including global run-on sequencing (GRO-seq) and cap analysis of gene expression (CAGE), the latter of which yields TSS information at nucleotide resolution, and was shown to be highly accurate for detecting 5′ ends of both mRNAs^18–20^ and eRNA^10^ in mammal studies. In plants, high-quality TSS was detected using CAGE and relevant technologies in Arabidopsis^21,22^, maize^23^ and cotton^24^, mostly focusing on coding genes. The large intergenic region of common wheat harbors abundant noncoding nascent transcripts from ELEs probed by GRO-seq^17^.

In this work, via hidden Markov model integrating tissue-specific maps of CAGE, epigenomic and transcriptomic profiles, we detect active nascent ncRNAs transcribed from 11,452 ELEs. We further reveal the impact of subgenome-specific TE expansion on subgenome heterogenic transcription of genes and ELEs, thereby regulating subgenome-biased developmental specificity. These findings detect TE-embedded ELEs as the anchor mediating reciprocal adaptation between transposable element and the host genome, contributing to polyploid developmental specificity and plasticity.

## Results

### Active nascent RNA transcription in common wheat transposable elements

Transposable elements (TEs) in the common wheat genome are largely repressed by hyper DNA methylation (Fig. 1a). However, a closer examination revealed local hypo-methylated TE loci comprising open chromatin surrounded by active histone marks indicative of active regulatory elements (REs) (Fig. 1b), consistent with recent report defected prevalent bindings of transcription factors inside TEs in wheat^7^. However, the function of these REs in development are difficult to be predicted given that the majority of TE-embedded REs are distant from genes (enhancer-like elements, ELEs) and potentially influence multiple targets in a tissue-specific manner. Recent human studies demonstrated the prevalent and early production of noncoding transcripts from active enhancers, which are excellent markers for directly predicting enhancer functions in developmental specificity^10–16^.

**Fig. 1:**
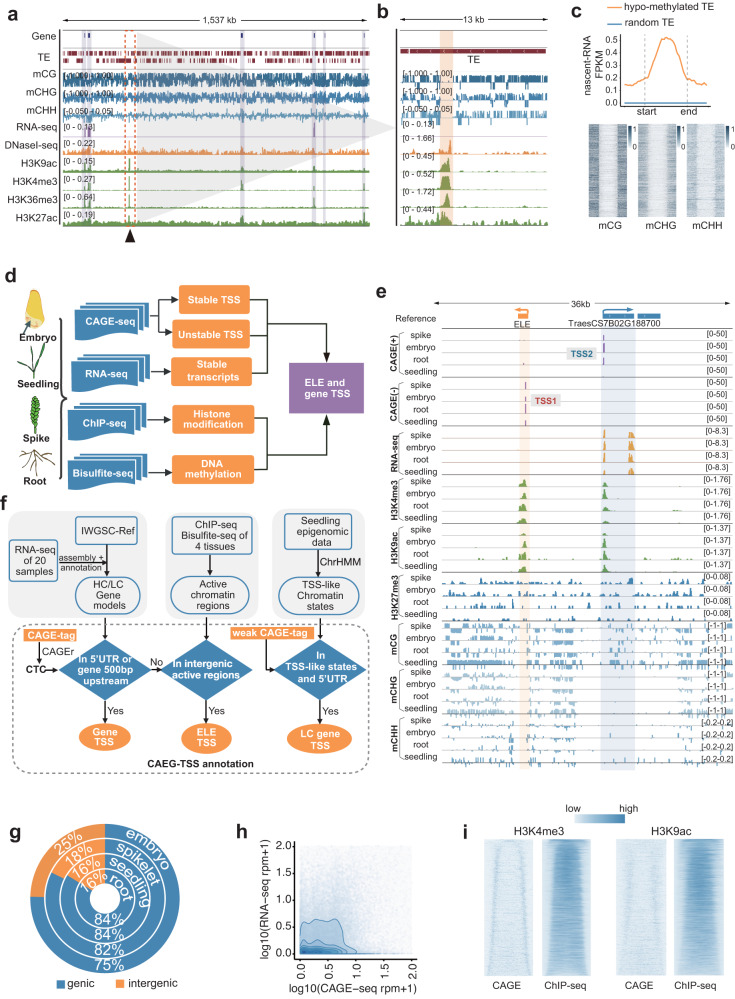
De novo identification of TSSs related to common wheat development. **a** Genomic tracks illustrating the global repression of TEs by DNA methylation. Genes are marked with gray rectangles. The region in the orange dashed box is enlarged in **b**. **b** Genomic tracks illustrating a local hypo-methylated TE locus with open chromatin and active histone modifications (expanded view from Fig. 1a). **c** Top: average ELE-RNA expression profiles determined by the nascent RNA-sequencing analysis surrounding hypo-methylated and random TEs. FPKM, fragments per kilobase of transcript per million mapped fragments. Bottom: heatmaps of CG, CHG, and CHH DNA methylation rates around each hypo-methylated TE locus that overlaps with an ELE-RNA. **d** Workflow of the experimental design. **e**. Genomic tracks illustrating the CAGE signals in the TSSs of the genes and ELEs in four tissues. CAGE(+/−) represents the positive/negative strand for the CAGE-seq analysis. **f** Workflow of the genome-wide TSS annotation based on the integration of CAGE-seq, transcriptome, and epigenome data. CAGE-seq data were generated from embryo, seedling, spike and root. The CAGE-TSS is defined as a region with an enriched CAGE signal detected by CAGEr. CAGE-TSSs located at the 5′-end of annotated genes, or de novo assembled transcripts with coding potential are defined as gene TSSs, whereas intergenic noncoding CAGE-TSSs overlapped with active epigenetic markers indicative of enhancer activity, including enrichment of H3K4me3 and H3K9ac, are defined as ELE-TSSs. CAGE signals located at the 5′-end of the genes or transcripts with a relatively weak signal, but supported by epigenetic features including H3K9ac, H3K4me3, H3K36me3, RNA-sequencing and open-chromatin accessibility, are classified as low-confidence (LC) gene TSSs. **g** Donut plot showing the distribution of CAGE clusters in genic and intergenic regions in four tissues. **h** Scatter plot showing the transcription levels in intergenic regions as determined by CAGE-seq (x-axis) and total RNA-seq (y-axis) data. Each dot represents a CAGE cluster. The lines represent contours. **i** Heatmaps of the CAGE-TSSs surrounding the ELEs defined by the H3K4me3 and H3K9ac peaks. The heatmaps present the signal densities for CAGE-TSSs (left) and H3K4me3 or H3K9ac (right); peaks are ordered according to the increasing length of ELEs. Source data are provided as a Source Data file.

We detected apparent enrichment of nascent noncoding transcripts previously generated in seedlings (data from^17^) in these TE-embedded ELEs (Fig. 1c). 

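CAGE, which records the 5′ ends of capped transcripts, was carried out on 11 libraries of Chinese Spring, 4 from seedling, 2 from spike, 3 from embryo and 2 from root. The authors kept the R1 reads, trimmed adaptors and the added 5′ bases, removed reads of chloroplasts, mitochondria and rRNA, mapped the rest to the IWGSC reference sequence and kept uniquely mapped reads. The files hold the number of 5′ ends at each position and strand, without normalization. The seedling libraries held 8148322, 5566752, 6109465 and 9047419 such tags, the spike libraries 6084818 and 24399682, the embryo libraries 15126910, 2970800 and 19980139, and the root libraries 9568005 and 16745579, for a total of 123747891. Each library had tags at between 141115 and 401511 positions, and between 18.6% and 29.2% of these positions held 1 tag. For the values given here, tags were expressed as RPM, with the library's total as the denominator. A count of 0 tags, with an upper limit of 3 counts, allows up to 0.123 RPM in spike replicate 2, the largest library, and up to 1.01 RPM in embryo replicate 2, the smallest, and covers counting error only. This limit takes each tag as a separate molecule. No removal of PCR copies is described, and such copies would make the limit too low. Tag positions at most 20 bp apart on 1 strand were joined into clusters, tissue by tissue. Clusters were kept when they had at least 2 tags in each of at least 2 libraries of the tissue and a mean of at least 0.1 RPM. Overlapping clusters of the 4 tissues on 1 strand were then merged. Tissues were compared with edgeR's quasi-likelihood test on tag counts after TMM normalization, each tissue against the mean of the other 3, at a Benjamini-Hochberg adjusted p of 0.05 and a log2 fold change of 1.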

In order to profile the dynamic transcriptome of ELE-RNAs, the genome-wide gene and RE TSSs were mapped on the basis of CAGE sequencing, bisulfite sequencing (BS-seq) and chromatin immunoprecipitation sequencing (ChIP-seq) of three major histone marks (H3K4me3, H3K27me3, and H3K9ac) in four Chinese Spring tissues (seedling, root, embryo, and spike) (Fig. 1d–e and Supplementary Data 1). 

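Clustering of the tag positions gave 65403 CAGE-tag clusters in seedling, 44711 in spike, 34573 in embryo and 65713 in root, and 134180 after the 4 tissues were merged. Of the merged clusters, 50.2% were longer than 10 bp, the length above which the Methods call a TSS broad. Merged clusters held between 75.5% and 91.5% of the tags of each library. The requirement for 2 libraries set these numbers more than any other setting tried, and with tags in 1 library accepted, 751591 merged clusters were found. With a minimum of 1 RPM, 104172 merged clusters were found. Leaving out seedling replicate 4 left 40798 clusters in seedling. In embryo, 19819 clusters were found without embryo replicate 1 and 19463 without embryo replicate 3. Between 25.2% and 53.6% of the positions with at least 10 tags in a library also held a tag in another library of the same tissue, with the lowest share in spike replicate 2. The division of the clusters into mRNA and ELE TSSs uses gene models and chromatin states and could not be repeated from the tag files.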

A total of 117,757 CAGE-tag clusters (i.e., regions enriched with TSS reads) were identified and annotated via the hidden Markov model integrating reference gene models, RNA-seq data, and epigenetic data (see Methods) (Fig. 1f, Supplementary Fig. 1a–e), resulting in 50,362 high-confidence mRNA TSSs, 44,930 low-confidence mRNA TSSs, and 11,452 ELE TSSs (Supplementary Fig. 1f and Supplementary Data 2). The comprehensive TSS annotation of coding genes enriched the annotation of alternative TSSs, upstream open reading frames and sharp or broad types of TSS, shedding new light on the mechanism of transcriptional regulation and alternative protein products (Supplementary Note 1 and Supplementary Figs. 2–8). Here, we focused on the detection and characterization of TSSs of transcripts from ELEs described as follows.

Considerable intergenic transcription was detected, accounting 16-25% of the TSS clusters (Fig. 1g). These intergenic TSS clusters were highly diverse among subgenomes (Supplementary Fig. 9). Compared with the total RNA-seq signals for these intergenic TSSs, the CAGE signals were more abundant because they included the unstable nascent RNAs that were undetectable during the RNA-seq analysis (Fig. 1h, e)^10,25^. 60% (11,452) of the intergenic TSS clusters overlapped with H3K9ac and/or H3K4me3 (i.e., typical enhancer markers in plants^26–28^) (Supplementary Fig. 1e and Supplementary Data 2); these are referred to as ELE-RNA TSSs. The ELE-RNA TSSs clearly defined the boundaries of H3K4me3 and H3K9ac (Fig. 1i), confirming that these transcripts originate from the edges of ELEs. ELE-RNA TSS regions were highly enriched with nascent transcript signals detected by other strategies including plant native elongating transcript sequencing and global run-on sequencing previously^17^ (Supplementary Fig. 10). The genetic and epigenetic signatures that distinguished ELE-RNA TSSs from gene TSSs were comprehensively profiled (Supplementary Note 2, Supplementary Figs. 11–13 and Supplementary Data 3). The transcription factor binding sites differentially enriched for ELE-RNA and gene TSS were profiled. ELE-RNA and gene TSS sequences could be apparently distinguished by the machine learning approach (AUC value > 0.86), representing a high average of true positive rates over all possible values of the false positive rate (Supplementary Note 2 and Supplementary Figs. 11–13). The comprehensive ELE-RNA TSS atlas and relevant epigenetic signatures are useful resources for predicting the regulatory specificity of ELEs in common wheat.

### CAGE identifies subgenome-partitioned tissue-specific transcription from TE-embedded ELEs

We further examined the ELE-RNAs expressed in specific tissues (Fig. 2a and Supplementary Data 4). 

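Supplementary Data 4 lists ELE-RNA TSS clusters by tissue, and the part that could be read holds the whole embryo list and 377 root clusters, each with its coordinates. The number at the end of each identifier equalled the tags of all 11 CAGE libraries in the cluster, expressed in RPM, within 0.0001 RPM for 1995 of these 1997 clusters. The paper chose these clusters as tissue-specific from the same libraries, so their direction and p do not test tissue specificity. Their p-values in edgeR were adjusted over the 1997 listed clusters alone. All listed embryo clusters had higher fitted tag counts in embryo than in the mean of the other tissues, and 943 passed the adjusted threshold. All 377 root clusters were higher in root, and 189 passed. By mean RPM, 1432 of the embryo clusters were highest in embryo and 344 of the root clusters in root. Of the embryo clusters, 238 had tags in all 3 embryo libraries and 575 in 1 of them, and the median cluster had 111 tags in embryo. The number of embryo clusters that passed changed with the library left out and with the model. It was 15 without embryo replicate 2, 36 without either root library, 142 without embryo replicate 1, 870 without embryo replicate 3, and 129 and 116 without spike replicates 1 and 2. With all 11 libraries it was 37 in DESeq2 and 29 with a replicate block, and 0 and 1 of the root clusters passed there. Libraries of the same replicate number did not deviate together (median r of 0.003), so the block models a pairing that was not seen. Of the root clusters, 0 passed without embryo replicate 1, embryo replicate 2 or root replicate 2, where 267, 272 and 203 had an unadjusted p under 0.05, and 3 and 1 passed without embryo replicate 3 and root replicate 1. Cluster broad_89800_36.5016, on chromosome 6A from 613256406 to 613256851, had 122 ± 18.8 RPM (SD, n = 3) in embryo, 0.627 ± 0.296 (SD, n = 2) in root, 0.151 ± 0.209 (SD, n = 4) in seedling and 0.0822 ± 0.116 (SD, n = 2) in spike. Its log2 fold change in edgeR was 9.63 (standard error 1.01, adjusted p = 1.25e-18). Cluster broad_73110_27.0227, on chromosome 5B from 4856074 to 4856132, had 111 ± 50.1 RPM (SD, n = 3) in embryo from 1434, 496 and 1413 tags, and 1 tag in the other 8 libraries together (edgeR, adjusted p = 2.36e-23). Both passed under all 15 other settings run. Among the root clusters, broad_13790_15.7498 on chromosome 1D from 386380305 to 386380429 had 69.9 ± 15.9 RPM (SD, n = 2) in root, with 26 tags in embryo replicate 2 and 1 tag each in embryo replicate 3 and seedling replicate 4 (edgeR, adjusted p = 4.19e-08). Cluster broad_2203_6.21425, on chromosome 1A from 341154365 to 341154385, had 30.6 ± 7.52 RPM (SD, n = 2) in root and 1 tag in the other 9 libraries together (edgeR, adjusted p = 2.21e-05). These 2 root clusters missed the adjusted threshold under 4 and 6 of the 15 settings.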

ELE-RNAs are largely correlated with nearby gene expression levels (Supplementary Fig. 14), based on which, we developed a statistical strategy to define ELE-RNA targets by integrating information from gene proximity and expression correlation (please refer to the Methods), resulting in the definition of a putative target list with high degree of consistent tissue specificity with the corresponding ELE-RNAs (Fig. 2b, c). Compared with the ubiquitously expressed ELE-RNAs, the sequences of tissue-specifically expressed ELE-RNAs were less conserved across subgenomes (Fig. 2d), indicating a subset of tissue-specific functions of ELEs evolved independently across subgenomes. Subgenome A-specific ELE-RNAs were preferentially expressed in spikes, whereas ELE-RNAs specific to subgenomes B and D were highly expressed in seedlings (Fig. 2e), implying that subgenome-specific ELE-RNAs may differentially contribute to developmental specificity.

**Fig. 2:**
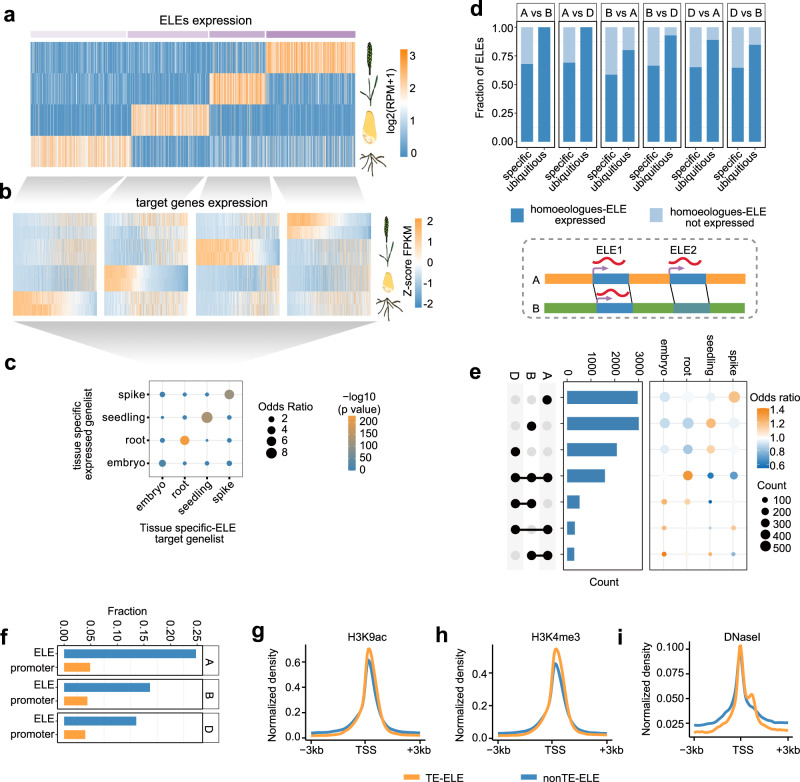
Tissue-specificity of subgenome-biased enhancer-like-element transcripts. **a** Heatmap showing tissue-specific ELEs expression. RPM, reads per million mapped reads. **b** Heatmap showing the z-scored expression of the predicted target genes for the corresponding ELEs. **c** Enrichment of the tissue-biased genes and tissue-specific ELE targets. The p-value and odds ratio were determined by two-tailed Fisher’s exact test with the total genes as the background. **d** The bar plot illustrates the expression of homoeologous regions corresponding to tissue-specific and ubiquitously expressed ELEs. Pairwise comparisons were made for the A, B and D subgenomes. Diagrams within dashed boxes illustrate categories of ELEs based on homology and expression level. Homoeologous ELEs within collinear regions between subgenomes A and B are connected by black lines. In this example, the homeolog of ELE1 is expressed but the homeolog of ELE2 is not expressed. **e** Left panel, the abundance of subgenome-common and -specific ELE-RNAs. Right panel, enrichment of each ELE-RNA group in tissue-specifically expressed ELE-RNAs. The total ELE-RNAs were used as background. **f** Fraction of CAGE-detected gene and ELE-RNA TSSs initiated from TEs in the A, B, and D subgenomes. **g**–**i** Epigenetic profiles 3 kb up- and down-stream of TE- and non-TE-initiated ELE-TSSs, including the active histone marks H3K9ac and H3K4me3, and open chromatin characterized by DNaseI-seq. Source data are provided as a Source Data file.

Given that heterogeneous TE expansion is the major cause of subgenome diversity, we next focused on the TE origin of subgenome-diversified ELE-RNAs. Approximately 20% of the ELE-RNA TSSs are embedded in TEs, whereas only approximately 5% of gene TSS clusters overlapped with TEs (Fig. 2f), thus, TEs preferentially promote innovation of gene distal regulation during evolution. The TEs are generally repressed via epigenetic mechanisms (i.e., DNA methylation)^29^. We observed that TE-embedded ELE-RNA TSSs were hypo-methylated (Supplementary Fig. 15) and harbored active epigenetic environments comparable to ELE-RNAs in non-TE regions (e.g., enrichment of H3K4me3, H3K9ac, open chromatin, and CpG islands) (Fig. 2g–i and Supplementary Fig. 16), indicating that these TE-embedded ELEs are potentially active. Comparison of the three subgenomes revealed that subgenome A contributed more abundant TE-derived ELEs and nascent transcripts (Supplementary Fig. 17).

### Specific expansion of RLG_famc7.3 in subgenome A created hundreds of spike-specific ELE-RNAs

ELE-RNAs are mainly produced by Gypsy-type LTR TEs, without significant differences with genomic TE distribution (Fig. 3a). TEs were classified into different families based on sequence similarity (see Methods)^30,31^. Among the TE families highly abundant in common wheat genome, the top enriched TE subfamily contributed to ELE-RNA is RLG_famc7.3, which produces 22% of TE-initiated ELE-RNAs (Fig. 3a, b). This subfamily was mainly detected in subgenome A (Supplementary Data 5), whose expansion occurred in the diploid progenitor after the divergence from the A-B-D common ancestor (Fig. 3c and Supplementary Fig. 18). The transcription of RLG_famc7.3-derived ELE-RNA exhibited the most significant tissue specificity (i.e., predominantly in spikes) among the top abundant TE families contributing to ELE-RNAs (Fig. 3d, e). To elucidate the regulation of ELE-RNA transcription, we searched for the over-represented TF-binding motifs surrounding TSSs of RLG_famc7.3 TE-embedded ELE-RNAs. The most enriched TFBSs included BPCs and RAMOSA1, which are AG-rich motifs (Fig. 3f) affecting inflorescence branching and floral development^32–34^. These motifs were more abundant in RLG_famc7.3-initiated ELE-RNAs than in the RLG_famc7.3 TEs (Fig. 3g–h). Thus, the expansion of RLG_famc7.3 and the acquisition of specific TF-binding motifs likely resulted in spike-specific ELE-RNAs.

**Fig. 3:**
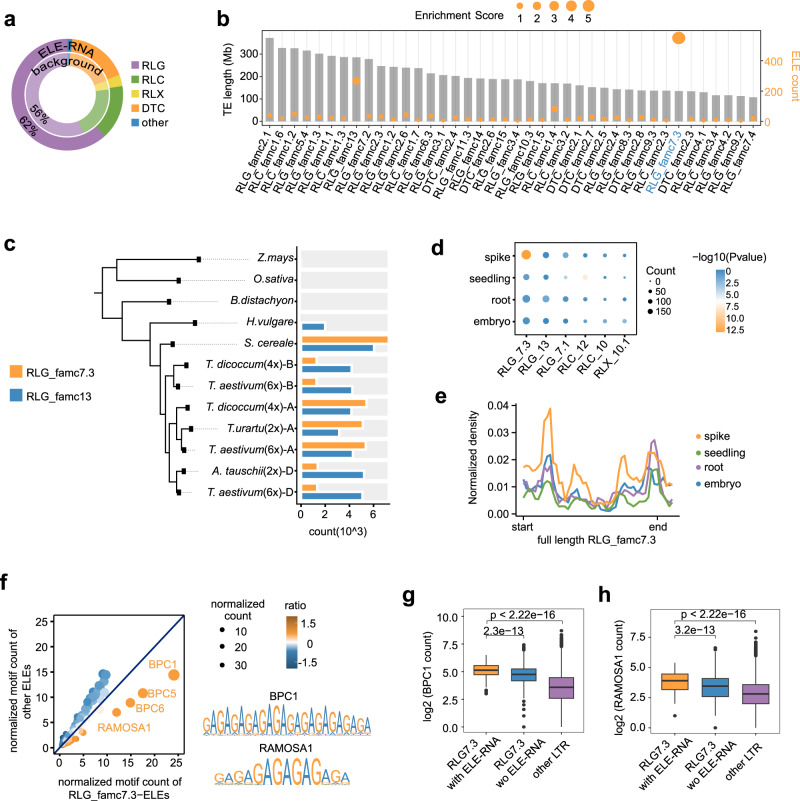
Subgenome A-specific RLG_famc7.3 expansion and TFBS acquisition created spike-specific ELE-RNAs. **a** Donut plot showing the distribution of TE super families in the TE-ELEs and the overall genome. **b** The plot displays the top 40 most abundant TE subfamilies. The height of each bar represents the TE length of the corresponding subfamily. The height of each point represents the number of ELEs embedded in each subfamily. The size of each point represents the enrichment score of the corresponding TE subfamily generating ELE-RNAs. The whole genome was used as background. **c** Abundance of RLG_famc7.3 and RLG_famc13 in wheat species of different ploidy levels and relevent grasses. Phylogenetic analysis suggests that RLG_famc7.3 has expanded in *Triticum Urartu *(AA). **d** Enrichment of tissue-biased transcription of ELE-RNAs initiated by different TE families. Two-tailed Fisher’s exact test was used to test the enrichment of TE-ELE-RNAs and tissue specific ELE-RNAs. The overall ELE-RNAs as background. The TE subfamilies contributing the most abundant ELEs are presented. **e** Average expression profiles of the full-length RLG_famc7.3 members in different tissues as reflected by the total RNA-seq density, which was normalized by the LTR length. **f** Scatter plot comparing the motif abundance in RLG_famc7.3-initiated ELEs and in other ELEs. The BPCs and RAMOSA1 are preferentially present in RLG_famc7.3-initiated ELEs. **g**–**h** Box plots showing the distributions of BPC1 (**g**) and RAMOSA1 (**h**) motif abundances for RLG_famc7.3 with (*n* = 167) or without (*n* = 7841) ELE-RNAs. Other LTR sequences were selected as the controls (*n* = 450174). Full-length LTR retrotransposons were used for the motif scan. The significance of the differences was determined according to the two-tailed Welch two-sample t-test. Horizontal lines in boxplots show median, hinges show IQR, whiskers show 1.5 × IQR, points beyond 1.5 × IQR past hinge are shown. Source data are provided as a Source Data file.

### RLG_famc7.3-embedded ELEs regulate spike specificity

In order to determine whether the spike-expression of RLG_famc7.3-embedded ELEs have functional influence on wheat development, we compared the spike-specific ELE-RNAs initiated by RLG_famc7.3 with loci controlling agronomic traits detected by genome-wide association study^35^. The RLG_famc7.3-initiated ELE-RNAs were mainly enriched at loci regulating spike development and rust resistance (Fig. 4a and Supplementary Data 6). 

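The RLG_famc7.3-derived ELE that Supplementary Data 7 gives as the target for RNA interference lies on chromosome 5A of the IWGSC reference sequence. Within 200 bp of the listed region, CAGE tags in Chinese Spring were found on the plus strand only, at 6 positions. Spike replicate 2 had 226 tags (9.26 RPM), with 103, 76 and 47 tags at positions 119548424, 119548435 and 119548478. Spike replicate 1 had 0 tags, which allows up to 0.493 RPM if each tag is a separate molecule. The tag counts cannot tell PCR copies of 1 molecule apart. With such copies the limit would be higher, and the 226 tags could come from few molecules. The mean signal was 4.63 ± 6.55 RPM (SD, n = 2) in spike, 2.64 ± 3.59 (SD, n = 3) in embryo, 1.35 ± 2.10 (SD, n = 4) in seedling and 0.717 ± 1.01 (SD, n = 2) in root. Spike exceeded the mean of the other 9 libraries by 2.99 RPM, less than the spread between the spike replicates (two-sided exact permutation test, p = 0.2, where 2 libraries against 9 allow no p below 0.0182). The difference came from spike replicate 2, without which spike, then 1 library at 0 tags, lay 1.64 RPM below the other libraries. In edgeR's fit the log2 fold change in spike was 2.25 (standard error 2.14). No spike, embryo or root cluster fell in this window under the rule of 2 libraries, and 1 seedling cluster did.

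**Figure D1:**
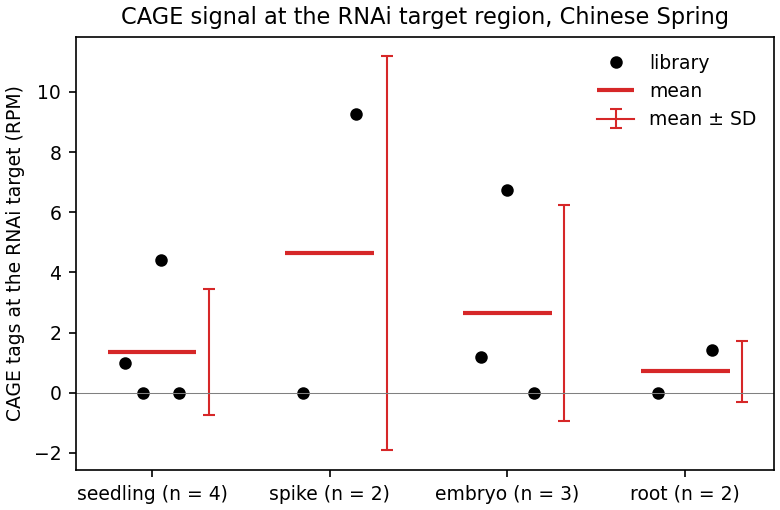
CAGE tags within 200 bp of the RNAi target region in each Chinese Spring library, in RPM on the vertical axis, by tissue, with the number of libraries as n. Each point is a library, the horizontal bar is the tissue mean and the vertical bar its SD; spike replicate 2 stands at 9.26 RPM and spike replicate 1 at 0.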

We knocked down one RLG_famc7.3-derived ELE-RNA higher expressed in spike using an RNA interference strategy in the cultivar ‘JW1’ (Supplementary Data 7), which is easier for transgenic manipulation. Compared with the negative control transgenic lines (CK), no significant difference was observed in vegetative growth. Apparent enrichment of small RNAs and reduced ELE-RNA expression was detected in the target loci in T1 generation (Supplementary Figs. 19–20). The spike statistics are performed in the T1 generation. The spikes of knockdown lines developed abnormally, with a slightly longer rachis (Fig. 4b, c) and a relatively greater distance between spikelets (Fig. 4d). The dispersed spikes of the knockdown lines did not affect the total number of grains (Fig. 4e), but they were associated with a slight decrease in the kernel weight (Fig. 4f), suggesting that RLG_famc7.3 likely influences the wheat yield. The spike phenotype was consistent between the T_0_ and T_1_ knockdown lines (Supplementary Fig. 21). 

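RNA was sequenced from spikes at the booting stage of 3 control plants, called WT in the Methods and the sample labels and negative control transgenic lines (CK) in the Results, and of 4 transgenic T0 lines carrying the RNA interference construct. The paper gives the cultivar as JW1, and the sample labels give Fielder. The files hold FPKM, which scales the reads on a gene by its length and the library's total, and the ELE-RNA itself is not among the genes listed. The reads behind each FPKM were recovered from the ratios between the libraries for 82231 of the 82611 genes above 0, which held 99.4% of the values above 0. A gene counted as recovered when all its values lay within 0.003 reads or a relative 3e-06 of a whole number. The 99.4% is thus a share of values covered and no check of the reads. A gene above 0 in few libraries can meet this at more than 1 length. The CK libraries held 2283974, 3949258 and 7503003 reads on genes and the knockdown libraries 6553882, 7816894, 8890531 and 8693593. Reads on genes were 43.5% of the mapped pairs that Supplementary Data 7 gives for CK replicate 2, and between 66.9% and 80.3% in the other 6 libraries. The library total behind the FPKM values equalled the mapped pairs in CK replicate 3 and knockdown lines 1 to 3. It was 93.0% of them in CK replicate 1, 88.8% in CK replicate 2 and 91.0% in knockdown line 4. Knockdown lines and CK were compared with limma, with a mean-variance trend, on log2(FPKM + 1), over the 55551 genes with a mean FPKM of at least 0.5. The thresholds were those of the Methods, an absolute log2 fold change above 1 and an unadjusted p under 0.05. On log2(FPKM + 1) the added 1 shrinks the fold change of genes at low FPKM. The cutoff of 1 is therefore stricter for such genes here than on read counts. The Methods name DESeq2 on read counts, which was run here on the recovered reads. The median log2 fold change of all genes tested was 0.17 in the limma fit, 0.06 after quantile normalization and -0.22 in DESeq2. Log2(FPKM + 1) of CK replicate 2 correlated with the other libraries at r between 0.588 and 0.747 across genes, against 0.883 between CK replicates 1 and 3 and between 0.787 and 0.931 among the knockdown lines. With the knockdown lines alone, CK replicate 2 correlated at r between 0.588 and 0.719, and CK replicates 1 and 3 between 0.720 and 0.886.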

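The Source Data of Fig. 4g list potential target genes of the RLG_famc7.3-embedded ELEs, of which 309 had a mean FPKM of at least 0.5. In the limma fit, 10 of these 309 genes (3.24%) were lower and 17 (5.50%) higher in the knockdown lines. With 0.1 instead of 1 added to FPKM, 19 were lower and 18 higher. At an adjusted p of 0.05, 0 were called in either direction, over all genes tested or adjusted over the list alone. With array weights in limma, 38 lower and 30 higher genes passed after adjustment over all genes, and 37 and 30 adjusted over the list alone. The weights were 4.58, 0.141 and 0.661 for CK replicates 1 to 3. The control level in that fit thus rested mostly on CK replicate 1, the library with the fewest reads on genes. Of the settings run with all 7 libraries, DESeq2 on the recovered reads moved the number of lower genes at the paper's thresholds most and called 41 of 314 genes (13.1%) lower and 14 higher. In DESeq2, 8 lower and 0 higher genes passed after adjustment over all genes, and 6 lower and 0 higher genes adjusted over the list alone. A replicate block in limma moved the number of higher genes at the paper's thresholds most, to 35, and 0 lower and 1 higher gene passed after adjustment. Deviations of same-numbered CK and knockdown libraries correlated at r of -0.0835, -0.0477 and 0.0894, so this block also models a pairing that was not seen. The adjusted numbers of DESeq2 moved with the library left out, in fits chosen after seeing the data. After adjustment over all genes DESeq2 called 2 lower and 0 higher genes without CK replicate 1, 3 and 1 without CK replicate 2, 19 and 9 without CK replicate 3, 4 and 0 without knockdown line 1, 3 and 0 without line 2, 5 and 0 without line 3, and 11 and 8 without line 4. Without CK replicate 2, DESeq2 called 21 target genes lower, 19 of them among the 41, and limma called 17. In 8 of the 10 genes lower in the limma fit, CK replicate 1 had the highest FPKM of the 3 CK libraries, as it had in 1195 of the 2393 lower genes over all genes. TraesCS5A02G235500, for which Supplementary Data 7 gives the rice match LOC_Os09g27980, had 2.34 ± 1.42 FPKM (SD, n = 3) in CK, and was listed at 0 in knockdown lines 1 to 3 and at 0.286 FPKM in line 4 (log2 fold change -1.57, limma adjusted p = 0.0739; in DESeq2 -5.16, adjusted p = 0.00931). TraesCS6A02G161600, with the rice match LOC_Os02g10520, had 21.0 ± 19.3 FPKM (SD, n = 3) in CK and 2.63 ± 2.93 (SD, n = 4) in the knockdown lines (log2 fold change -2.65, limma adjusted p = 0.208; in DESeq2 -3.21, adjusted p = 0.0258). TraesCS5A02G315000, with rice matches that include LOC_Os03g25820, had 1.42 ± 1.15 FPKM (SD, n = 3) in CK and was above 0 in line 3 alone, at 0.293 FPKM (log2 fold change -1.08, limma adjusted p = 0.236; in DESeq2 -4.34, adjusted p = 0.0230). In the other direction, TraesCS3D02G247300, which the files pair with no name, rose from 8.77 ± 2.76 FPKM (SD, n = 3) to 24.1 ± 7.39 (SD, n = 4; log2 fold change 1.36, limma adjusted p = 0.215; in DESeq2 1.04, adjusted p = 0.201). The 3 lower genes thus passed the adjusted threshold in DESeq2 and missed it in the limma fit, and all 4 genes passed it in limma with array weights. Over all settings run, the adjusted p of limma, edgeR or DESeq2 ranged from 0.000697 to 0.265, 0.000870 to 0.533 and 0.000891 to 0.560 for the 3 lower genes in this order, and from 0.00257 to 0.556 for the higher gene. In DESeq2 none of the 3 lower genes passed without CK replicate 1 (adjusted p = 0.130, 0.230 and 0.279) or CK replicate 2 (0.0731, 0.0730 and 0.101), TraesCS6A02G161600 and TraesCS5A02G315000 missed the threshold without knockdown line 2 (0.0619 and 0.0649) and the latter also without line 1 (0.0758), and the higher gene passed without CK replicate 2 (0.0462). The rule that picked these 4 genes required all 4 knockdown libraries to lie on one side of all 3 CK libraries.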

An examination of the expression of the genes potentially targeted by the RLG_famc7.3-embedded ELEs revealed that 13% of these genes were expressed at lower levels in the knockdown lines than in the CK plants (Fig. 4g and Supplementary Data 7). The data were correlated among independent knockdown lines with longer rachis (Supplementary Fig. 22). 

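The log2 fold change of each knockdown line against the mean of the 3 CK libraries, from FPKM + 1, was correlated between lines across the 55551 genes, which are not independent replicates. Pearson's r was 0.84 for lines 1 and 2, 0.79 for lines 1 and 3, 0.74 for lines 2 and 3, 0.55 for lines 3 and 4, 0.50 for lines 1 and 4 and 0.43 for lines 2 and 4. Across the 309 target genes r was 0.78, 0.70, 0.68, 0.27, 0.32 and 0.25 for these pairs in the same order. The lines share their CK libraries, which alone gives a positive r. In 100 simulated experiments with unchanged lines, the spread of CK for the CK libraries and the spread of the knockdown lines for the lines, r across all genes tested was 0.400 on average (range 0.392 to 0.410), and 0.263 with 1 common spread, and the target genes alone were not simulated. Genes were drawn independently, without deviations that many genes of a library share, such as the median of -0.47 in CK replicate 2. The range may therefore understate how far r of unchanged lines can vary. When the lines of a pair were set against 1 CK library each, with no CK library in common, the mean r over the 6 ways to do so was 0.530 for lines 1 and 2, 0.439 for lines 1 and 3, 0.408 for lines 2 and 3, 0.207 for lines 3 and 4, 0.204 for lines 1 and 4, and 0.150 for lines 2 and 4. For each of the 3 pairs with line 4, at least 1 of the 6 ways gave a negative r.

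**Figure D2:**
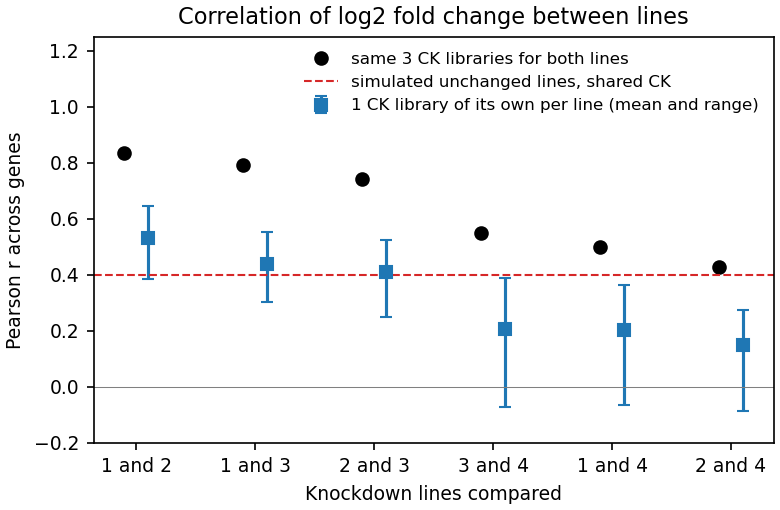
Pearson r across genes of the log2 fold change against CK, on the vertical axis, for each pair of knockdown lines on the horizontal axis. Black points use the same 3 CK libraries for both lines, blue squares give the mean and range with 1 CK library per line and none in common, and the dashed line marks 0.400, the mean of simulated unchanged lines that share CK, with genes drawn independently.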

Taken together, RLG_famc7.3-initiated ELE-RNAs regulate target gene expression and common wheat development in a spike-specific manner.

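The calls among the potential target genes were set against 10000 random lists of genes matched on mean FPKM. In the limma fit, 82.7% of the random lists held as many lower genes as the 10 target genes, and the median list held 13. In DESeq2 on the recovered reads, where 41 target genes were lower, the median list held 35 and 17.0% of the lists held 41 or more. In edgeR on the same reads, 35 target genes were lower against a median of 33, and 36.2% of the lists held as many. The share of lower genes among the targets was thus not larger than the spread between matched lists under any of the 3 tools. The median log2 fold change of the targets was 0.20 in the limma fit, against 0.22 for the matched lists, and 29.8% of the lists had a median as low. This changed with the setting, and 1.21% of the lists had a median as low without CK replicate 2, 1.71% with array weights and 4.07% in DESeq2 without CK replicate 2, so a lower median of the targets cannot be excluded. Directional set tests of limma on the 309 targets gave p = 0.927 (camera, preset correlation), 0.977 (camera, estimated correlation) and 0.501 (fry, rotation of residuals of the 7 libraries), and none of the 3 called the list. Their directions differed, with camera giving lower and fry higher. Taking its results on these ELEs together, the paper concludes that RLG_famc7.3-initiated ELE-RNAs regulate their target genes and, specifically in the spike, the development of common wheat.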

**Fig. 4:**
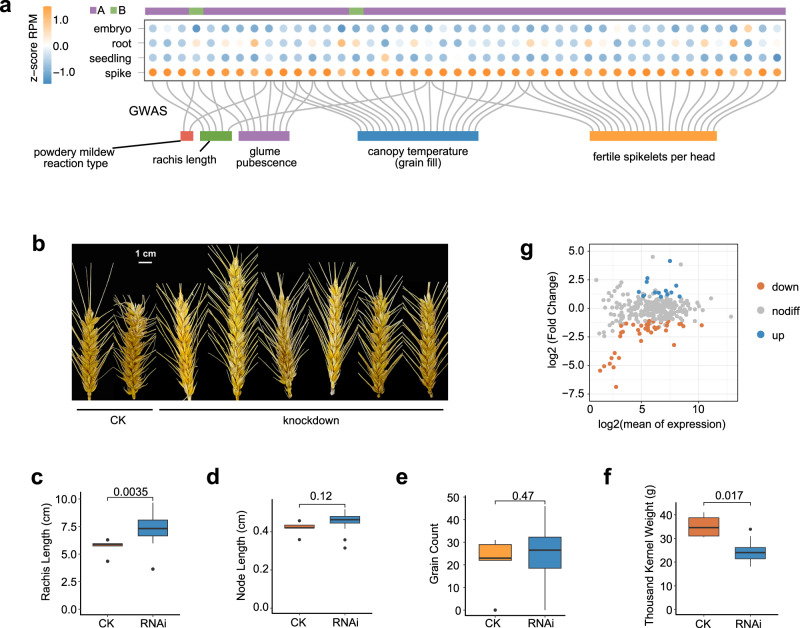
Functional relevance of RLG_famc7.3-initiated spike-specific ELE and development. **a** GWAS traits with enriched causal variants surrounding spike-specific ELE-RNAs initiated by RLG_famc7.3. Spike-related terms are provided. All enriched terms are listed in Supplementary Data 6. **b** Mature spikes of the T_1_ generation knockdown lines and CKs. The main spikes of each plant are presented. The phenotypes of the T_0_ generation are presented in Supplementary Fig. 21. **c**–**f** Comparison of the spike phenotypes between the knockdown lines and CKs. All of the spikes from each plant were examined (*n* = 5 for CK; *n* = 22 for RNAi). The significance of the differences was determined according to the two-tailed Welch two-sample *t*-test. Horizontal lines in boxplots show median, hinges show IQR, whiskers show 1.5 × IQR, points beyond 1.5 × IQR past hinge are shown. **g** MA plot of the differences between the knockdown lines and CKs in terms of the expression of the genes targeted by RLG_famc7.3-initiated ELEs. Differentially expressed genes with | log_2_(fold-change)| > 1 and *P* < 0.05 are in orange (downregulated genes) and blue (upregulated genes). The other genes are in gray. Source data are provided as a Source Data file.

## Discussion

TEs are an abundant resource for the creation of new regulatory REs in both mammals^36–41^ and plants^42–46^, especially in common wheat with extremely large genome harboring abundant TEs^7^. After differentiation from a common ancestor, three diploid progenitors undergo active TE birth and death^5,31^, created abundant and diversified regulatory elements, which potentially endowed common wheat with versatile strategies for coping with internal or external changes^47,48^. However, majority of TE-affected expression divergence may be transcriptional drift without phenotypic consequences and a causal link is missing. Here, we predicted the function of TE-derived ELEs via profiling dynamic transcriptome of ELE-RNAs from different developmental stages, detected a cohort of TE-initiated ELE-RNAs that specifically expand in subgenome A, and demonstrated the direct impact on regulating spike specificity. Despite that knocking down of one ELE-RNA resulted in weak changes in spike development, which is a complex trait cooperatively regulated by many loci, the strategy and findings help to elucidate the causal effects of TEs on agronomic traits, providing insight into the direct regulatory function of numerous TEs in common wheat, and their contribution to developmental specificity and polyploid plasticity (Fig. 5).

**Fig. 5:**
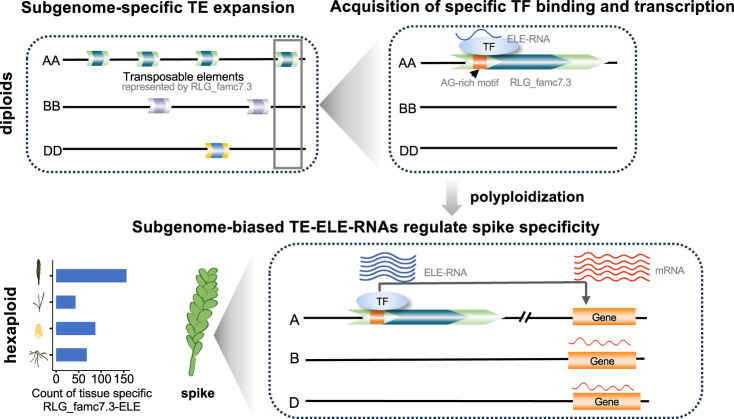
Model illustrating the evolution of TE-initiated ELEs generate the subgenome-biased spike specificity in common wheat. Lineage-specific expansion of TE subfamilies contributed to subgenome-divergent ELEs. Further acquisition of spike-specific TF-binding sites resulted in the spike-specific ELE-RNA transcription, which is associated with regulating subgenome-biased spike specificity in common wheat.

It is noteworthy that the spike phenotypes of diploid progenitors are highly diverse^49^. Both phenotypic and evolutionary studies investigating subgenome bias indicated that the common wheat spike phenotype is mainly contributed by *Triticum Urartu* (Tu), the diploid progenitor of subgenome A^50,51^. In the present study, the knockdown of RLG_famc7.3-initiated ELE-RNAs specifically expanded in Tu resulted in aberrant expression of spike-specific genes and spike development. Despite the phenotypic changes are relatively weak, these findings suggest that the distinct spike phenotypes across subgenomes are partially due to subgenome-specific TE-initiated ELEs, providing clues for elucidating the impacts of the the long-overlooked highly abundant TEs in wheat. Compared to other TE-derived ELEs, RLG_famc7.3-derived ELEs are less conserved between diploid progenitor and hexaploid common wheat and are largely conserved across hexaploid and tetraploid wheat (Supplementary Fig. 23), indicating this subfamily of TEs possibly underwent some sort of selection during domestication following hexaploidization, and were fixed in polyploid wheat.

Whether TE-embedded TFBSs are mainly responsible for driving TE propagation or are co-opted for the regulation of host genes is unclear^37^. Recent research suggested that germline activity increases the likelihood of TE inheritance and expansion^52^. We performed an ALE-seq (short for amplification LTRs of extrachromosomal linear DNA (eclDNA) followed by sequencing)^53^ to detect the transpositional activity of TEs in nine common wheat tissues, as well as in a common wheat population and in the diploid progenitor of subgenome A (Supplementary Fig. 24). Almost no eclDNA was detected for RLG_famc7.3 (Supplementary Data 8). We analyzed the results of the previously published dual luciferase reporter assay^17^ and found that out of the 22 active fragments, 7 of them were derived specifically from RLG_famc7.3 and exhibited enhancer activity. Thus, it is likely that a subset of TEs generated active enhancers and mediated reciprocal adaptation between TEs and hosts.

Neither the origin nor the function of eRNAs in plants is clear. The current study provided multiple lines of evidence supporting the functional relevance of TE-initiated ELE-RNAs with host gene regulation and developmental specificity. First, we determined that capped ELE-RNA transcription specificity is predictive of the impact of ELE specificity in transcriptional regulation (Fig. 2a–c). Second, we revealed the active epigenetic architecture and the decrease in the repressive DNA methylation surrounding ELE-RNAs (Fig. 2g–i and Supplementary Fig. 15). Third, we detected the considerable enrichment of flowering- and floral development-related TF-binding motifs in spike-specific ELE-RNAs (Fig. 3f–h). Fourth, we detected the changes in spike development (Fig. 4 and Supplementary Fig. 21) following the knockdown of RLG_famc7.3-initiated ELE-RNAs. Similar phenotype was observed when the targeted RLG_famc7.3-initiated ELE-RNA was over-expressed (Supplementary Fig. 25), possibly due to co-suppression with increased small RNA (Supplementary Fig. 25). However, we still can’t distinguish whether the impacts on spike development in RNA interference lines are due to ELE-RNAs or directly due to ELEs, since in addition to 21 nt small RNAs commonly repressing target RNA expression, we also detected abundant 24 nt small RNAs which may contribute to RNA-dependent DNA methylation. Consistently, apparent DNA methylation was detected in the RNA interference targeted regions by Chop-PCR based on partial digestion by methylation-sensitive restriction enzymes followed by PCR amplification^54^ (Supplementary Fig. 26). Together, the early production of ELE-RNAs and close association with ELE activity makes them an excellent marker for predicting the functions of ELEs without identifying their exact target genes. Further genetic engineering targeting the functional regulatory elements or their transcripts provides greater flexibility for the spatiotemporal optimization of agronomic traits.

## Methods

### Plant materials and growth conditions

Common wheat (*Triticum aestivum* cultivar ‘Chinese Spring’) seeds were surface-sterilized via a 10-min incubation in 30% H_2_O_2_ and then thoroughly washed five times with distilled water. The seeds were germinated in water for 3 days at 22 °C. The germinated seeds with residual endosperm were transferred to soil (1:1:3 mixture of vermiculite: perlite: peat soil) or the Hoagland solution and grown under 16 h light/ 8 h dark conditions at 22 °C in the greenhouse. The seedlings (above-ground parts) in the soil were harvested after 9-day growth. The roots in the Hoagland solution were harvested after 9-day growth. The spikes at the booting stage (Feeke 10) were harvested. The fresh immature embryos (14 days post anthesis) were isolated and either frozen in liquid nitrogen for RNA isolation or Bisulfite-seq and directly vacuum-infiltrated with a formaldehyde cross-linking solution for ChIP-seq assay. Wheat cultivar ‘JW1’ was used to do the genetic transformation and grown under 16 h light/8 h dark conditions at 22 °C in the greenhouse.

### CAGE-seq library construction and sequencing

Total RNA was treated with RQ1 DNase (promega) to remove DNA. The quality and quantity of the purified RNA were determined by measuring the absorbance at 260 nm/280 nm (A260/A280) using Nanodrop One (Thermo). RNA integrity was further verified by 1.5% agarose gel electrophoresis. For each sample, 1 μg of total RNA was used for CAGE-seq library preparation. The total RNA was treated with T4 polynucleotide kinase (NEB) at 37°C for 30 min and subsequently digested with Terminator 5´-Phosphate-Dependent Exonuclease (Ambion) at 30°C for 30 min to enrich the capped mRNA. Next, reverse transcription was performed with RT primer harboring a 3’-adaptor sequence and randomized hexamer. Subsequently, the 5’adaptor harboring three additional rG at the 3’terminus was added to the RT reaction and incubated for another 30 min to allow template switching and tagging. The cDNAs were treated with Exonuclease I (epicentere) to digest the primers and purified. Then the cDNAs were amplified with PCR primers (Illumina) and the PCR products corresponding to 250–500 bps were purified and quantified, then stored at −80 °C until sequencing. For high-throughput sequencing, the libraries were applied to Illumina Novaseq 6000 system for 150 bp paired-end sequencing.

### RNA-seq, ChIP-seq and Bisulfite-seq library construction and sequencing

For RNA-seq, more than 2 μg total RNA was used to prepare each sequencing sample. Total RNA-seq libraries were constructed and sequenced by Novogene (Beijing, China). ChIP-seq assays were performed using specific antibodies to H3 trimethyl-Lys 27 (Millipore, 07360, Upstate, USA), H3 trimethyl-Lys 4 (Abcam, ab8580, Cambridge, England) and H3 acetyl-Lys 9 (Millipore, 07352, Upstate, USA). The dilution is 1:100. For each ChIP-seq assay, more than 10 ng ChIP DNA was used to prepare each sequencing sample^55^. The 2.2 μg of DNA extracted from each sample was used to prepare the bisulfite sequencing samples. Libraries were constructed and sequenced by Genenergy Biotechnology Co. Ltd. (Shanghai, China) and Novogene (Beijing, China). The libraries were sequenced with the HiSeq X Ten system (Illumina, San Diego, California, USA) to produce 150-bp paired-end reads. Overall, we generated RNA-seq, ChIP-seq and Bisulfite-seq data for the root, spike, and embryo in this study. 

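RNA-seq read counts on genes were available for 1 root and 1 embryo library of Chinese Spring, without replicates. The authors aligned trimmed reads with HISAT2, removed reads of chloroplasts, mitochondria and rRNA and counted reads on genes with featureCounts, and the values are not normalized. The root library held 20705861 reads on genes, with 77049 genes above 0, and the embryo library held 33911272, with 73294 genes above 0. With 1 library per tissue no difference between the tissues was tested, and the counts were used for correlations with CAGE signal across genes.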

The seedling data used in the analysis was obtained from a previously published study^26^.

### Processing of CAGE-seq data

For CAGE-seq data, only the R1 reads were kept for mapping. Cutadapt (version 1.18)^56^ was applied to trim 3’ adaptors and 9 bases at the 5’end which included randomized hexamer and three additional rG. Bases with low-quality scores (<20) and short reads (length <20) were eliminated. We then used SortMeRNA (version 2.1b) program^57^ to remove the reads originating from chloroplast, mitochondria and rRNA. The remaining clean reads were mapped to the International Wheat Genome Sequencing Consortium (IWGSC) reference sequence (version 1.0) with Bowtie2 (version 2.3.5)^58^. Only unique mapped reads were used for analysis. To reduce false positive 5’ end reads due to library construction, we aligned total reads without removing the 9 bases at the 5’ end and the reads aligned with less than 3 mismatches were eliminated. The 5′ coordinates of R1 reads were used as the position of the transcription start sites. R package CAGEr (version 1.28.0)^59^ was performed to call the CAGE-tag clusters (CTC). Each tissue was called separately. For the tissue-specific clusters, only CTCs supported by at least two samples were kept. TSSs of four tissues were then merged into a larger and unique TSS database. The TSSs with lengths longer than 10 bp were defined as broad TSSs.

### CAGE-TSS annotation

To classify the CTCs and assign the protein-coding TSS to the corresponding genes, we first used the RNA-seq of 10 wheat tissues to assemble transcripts and combined the IWGSC ref1.1 to generate a comprehensive coding gene model database. The CTC located in the 5’UTR region or 500 bp upstream of the TSS was assigned to that gene and defined as gene-TSS (Supplementary Fig. 1d). CTCs more than 3 kb away from the gene models were defined as intergenic TSS. Intergenic TSSs with active enhancer markers for H3K4me3 or H3K9ac were defined as ELE-TSSs (Supplementary Fig. 1d).

In addition to the CTCs detected above, we also noticed weak CAGE signals around or within genes, some of which may be authentic start sites for transcription. We integrated epigenetic data, nascent RNA-seq and CAGE-seq data to characterize chromatin states based on Hidden Markov Model using chrHMM (version 1.23) (Supplementary Fig. 1a, b)^60^. Genome bin size was set to 500 bp to quantify modifications and transcript levels. The “LearnModel” algorithm was used to classify the genome into 15 chromatin states based on signal combinations. Data from seedlings were used for training. This dataset contains epigenetic profiles, including 8 chromatin modification ChIP-seq data, Pol-II ChIP-seq, and DNaseI-seq, and transcriptional data, including GRO-seq, pNET-seq, CAGE-seq, and RNA-seq.

Different states represent distinctive chromatin architectures and are reflected by the combinatorial patterns of multiple marks. State 5 is characterized by the enrichment of CAGE signals, nascent transcriptome signals (enriched at TSS), and promoter-associated epigenetic modifications H3K4me3 and H3K9ac. States 2–3 and states 6–7 are enriched for RNA-seq and transcription elongation-related epigenetic markers H3K36me3 and H3K4me1 (Supplementary Fig. 1a). The transition probabilities from state 5 to state 2–3 and state 6–7 are higher (Supplementary Fig. 1b). These results indicate that state 5 contains a subset of active TSSs. 44,930 weak CAGE tag clusters located in state 5 were recognized as low-confidence gene TSS (Supplementary Fig. 1c).

### Processing of ChIP-seq, Bisulfite-seq and RNA-seq data

The sequencing reads were trimmed with the Trim Galore (version 0.6.4) and cutadapt^56^. For RNA-seq, clean reads were aligned with HISAT2 program (version 2.1.0)^61^. SortMeRNA (version 2.1b)^57^ was used to remove reads originating from chloroplast, mitochondria and rRNA. The featureCount program of the Subread package (version 1.5.3)^62^ was used to determine the RNA-seq read density of the high-confidence genes in the IWGSC RefSeq genome assembly (version 1.1)^5^. The DEseq2 R package^63^ was used for detecting differentially expressed genes based on the following criteria: |log2 fold-change|> 1 and *P* < 0.05. The StringTie program (2.1.4)^64^ was applied to assemble the potential transcripts using 10 RNA-seq samples including different developmental states. Transdecoder (version 5.5.0) (https://github.com/TransDecoder/TransDecoder/wiki) and hmmsearch (version 3.2.1)^65^ were applied to annotate the transcripts. For ChIP-seq data, clean reads were aligned with bwa program (version 0.7.17-r1188)^66^. The MACS2 (version 2.1.1) program^67^ with parameters “--nolambda --nomodel” was used to identify the peaks. For Bisulfite-seq data, the clean reads were aligned by the Bismark program (version 0.19.0)^68^ with the default setting, and non-unique alignments were removed. The extent of the cytosine methylation was determined by the tool bismark_methylation_extractor implemented in the Bismark program. Next, the methylation ratio of cytosines was calculated as the number of mCs divided by the number of reads covering the position. The negative values in the data indicate negative strands. Bases covered by less than three reads were considered low confidence positions and their methylation ratios were not recorded.

### 5’RACE validation

CAGE-TSSs inconsistent with the IWGSC annotation were randomly selected for 5’RACE validation. Total RNA was extracted from the leaf for reverse transcription. PolyC was added to the 3’end of cDNA. The adaptor-poly (G) and adaptor-nest-PCR primers were used for nested PCR. The PCR products were sent for Sanger sequencing. All primers used in this study are listed in Supplementary Table 1.

### Motif analysis

For ELEs motif enrichment analysis, regions 1 kb upstream and downstream of the TSSs were selected for motif scan. The motifs from JASPAR-plant were scanned by the Find Individual Motif Occurrences program of the MEME software toolkit^69^ with the parameter “--max-stored-scores 1000000”. The position and the number of each motif in each TSS were then recorded and summed. The background regions were randomly generated from the genome with the same length distribution. For motif comparison between ELEs and promoters or between RLG_7.3-ELEs and other TE ELEs, the number of motif occurrences was normalized by the total number of TSSs of the given group. For motif comparison between different types of RLG_7.3 TEs, the annotated full-length RLG_7.3 TEs were used to scan the motif. The parameters were the same as above.

### Kmer-SVM training for TSS classification

The R package “gkmSVM“^70^ was applied for training an SVM model to predict the type of TSSs. Sequences 250 bp up- and down-stream of TSS were used. 80% of ELE-TSSs and the same count of gene-TSSs were taken as the training dataset and the remaining TSS were used as the prediction dataset. The output of the training and prediction datasets were combined to find the cutoff for the prediction model. There were 1588 ELE-TSSs could not be predicted correctly. Blastn was used to align these ELE-TSSs with all gene-TSS sequences to obtain the alignment ratio.

### Connect target genes to ELEs

The ELE-TSSs and gene-TSSs within 2 M were chosen as pairs. All CAGE-seq replications of 4 tissues were used to calculate the CAGE signal (represented by RPM) correlation. The RP score of a gene was defined as the sum of the distance-weighted ELE contributions and calculated using the following formula^71^:

1 $${{{{{\rm{RP}}}}}}=\mathop{\sum }\limits_{i=1}^{k}{2}^{\frac{-{{{{{\rm{di}}}}}}}{{{{{{\rm{d}}}}}}0}}$$

The parameter *d*_*0*_ is the decay distance of the weight function and was set to 100 kb here. The *k* ELEs near the gene (within the distance of 20 * *d*_*0*_) were used in the calculation, and *d*_*i*_ is the distance between the *i*th ELE and the gene. Genes within 2 M from the ELEs with CAGE signal correlation greater than 0.5 and the RP score in the top 50% were determined as predicted targets.

### Hi-C data analysis for promoter and ELEs interactions

Hi-C data was downloaded from the NCBI BioProject database (accession number GSE133885^9^. The data mapping and processing were performed as reported^8^. The contact matrix in 50 kb bin was generated with Juicer^72^. The interaction strength between ELEs and target genes was considered as the interaction of the corresponding bins.

### ELEs comparison across subgenomes

To compare ELEs across subgenomes, we first obtained the homoeologous sequence of ELEs in other subgenomes. Due to the presence of many repetitive sequences in wheat genome, the syntenic blocks of the ELEs between subgenomes were detected to narrow down the search space. Specifically, MCScanX package^73^ was applied to obtain the collinear genes between subgenomes. The regions between collinear genes were treated as syntenic blocks. ELEs in regions with syntenic block in other subgenomes were extracted for statistics. Blastn was used to align the ELE-TSS and its downstream 200 bp sequence to the corresponding syntenic regions and the evalue cutoff was set to 0.01. Aligned ELEs were categorized as “with homology sequence”, otherwise as “without homology sequence”. Next, ELEs were classified as with or without homology ELEs based on whether the homologous fragments have active chromatin modification peaks.

### TE annotation

TEs were annotated by CLARITE^5^. Specifically, the whole genome of ‘Chinese Spring’ was searched based on sequence similarity using a high-quality TE databank called ClariTeRep. This approach allows the identification of the overall positions, types and families of TEs. ClariTeRep is a database containing sequences present in TREP, a curated library of Triticeae TEs from all three subgenomes, as well as TEs manually annotated in a previous pilot study^30^ on chromosome 3B. This resulted in the identification of 14 superfamilies, 451 families and 516 subfamilies. For example, the superfamilies include Gypsy (RLG), Copia (RLC), and CACTA (DTC), the families include RLG_famc7 and DTC_famc5, and RLG_famc7.3 and RLG_famc7.1 are subfamilies of RLG_famc7. The full-length LTRs were annotated by the LTRharvest suite (version 1.5.9)^74^. The elements in TEs were distinguished by LTRdigest implemented in LTRharvest^75^. The TE families and subfamilies were designated according to the rules of the ClariTeRep database^30,31^. The ELE-TSSs embedded in the annotated TEs were defined as TE-ELEs.

### TE insertion time calculation

The TE insertion time was determined on the basis of the divergence between the 5′ and 3′ LTRs^5^. Briefly, the sequences of long terminal repeat regions in both ends of full-length LTR were extracted and aligned by prank (v.170427)^76^. The distance was calculated by emboss dismat (version 6.6.0.0)^77^ and corrected by applying the Kimura 2-parameter. The insertion time was estimated using the formula:

2 $${{{{{\rm{time}}}}}}={{{{{\rm{distance}}}}}}/({{{{{\rm{mutation\; rate}}}}}}*2*100)$$

with a mutation rate of 1.3*10-8 per base pair per generation.

### ALE-seq library construction, sequencing and processing

ALE-seq is a technology designed to detect active LTR retrotransposon by amplifying eclDNA. The amplification involves two reactions: in vitro transcription and reverse transcription(Supplementary Fig. 24a)^53^. Plant materials of seedling, root, embryo and spike same as above and other samples (Supplementary Data 8) were used to extract DNA and construct ALE-seq libraries^53^. 500 ng genomic DNA was used for adapter ligation and the adapter-ligated DNA was purified by VAHTS DNA Clean Beads (Vazyme, N411). In vitro transcription reactions were performed using an Ambion MEGAscript T7 RNA synthesis kit, the RNA product was purified and quantificated. Then 3ug purified RNA was subjected to reverse transcription with pooled PBS_Illumina primers. After the reverse transcription reaction, 1 µl of RNase A/T1 (Thermo Fisher) was added to digest non-templated RNA. Finally, Single-stranded first strand cDNA was PCR-amplified by 25 cycles according to used adapter primers and the PCR product was purified by VAHTS DNA Clean Beads. Libraries were sequenced by Novogene (Beijing, China) to generate 150 bp paired-end reads. The custom reverse transcription primers are shown in Supplementary Table 2. Cutadapt^56^ was used to trim the raw sequencing reads. Clean reads were aligned to the IWGSC reference sequence (version 1.0)^5^ with Bowtie2 (version 2.3.5)^58^. IGV^78^ was used to visualize the sequencing data. For the alignment-based approach, the forward and reverse reads were merged to yield the full-length fragment sequences, then calculate the coverage in the long terminal regions of LTR retrotransposon (Supplementary Fig. 24b). Only the full-length fragments started from the 5’ of the long terminal regions were counted (Supplementary Fig. 24c).

### GWAS data analysis

The GWAS results were downloaded from T3 database (https://wheat.triticeaetoolbox.org/genome/gwas.pl)^35^. The variant loci were extended based on previously published linkage disequilibrium decay distance^79^. Fisher’s exact test was used to determine the enrichment of the causal variants of GWAS traits in spike-specific expression ELEs.

### Plant transformation for RNAi silencing and phenotyping

The cultivar ‘JW1’ was used for RNA interference. Before experimental validation, we systematically compared the sequences and epigenetic profiles of ELEs between ‘JW1’and CS, to ensure the presence and activity of targeted ELEs. 

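ChIP-seq of H3K4me3 and H3K9ac in JW1 spikes at the booting stage gave 1 peak list per mark, without replicates. Peaks were called by the authors with MACS2 on paired-end reads, and the lists hold positions without scores or read depths. The H3K4me3 list held 193251 peaks of 200 to 4670 bp, with a median of 519 bp, and the H3K9ac list 343721 peaks of 200 to 4978 bp, with a median of 289 bp. Of the H3K4me3 peaks, 67.0% overlapped an H3K9ac peak by at least 1 bp, and 39.1% of the H3K9ac peaks overlapped an H3K4me3 peak. At the ELE chosen as the RNAi target, an H3K4me3 peak of 845 bp ran from 119548245 to 119549089 on chromosome 5A and an H3K9ac peak of 627 bp from 119548431 to 119549057.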

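Of the 44711 CAGE-tag clusters found in Chinese Spring spike, 65.1% overlapped an H3K4me3 peak of JW1 spike and 51.2% an H3K9ac peak, and 66.0% overlapped at least 1 of them. Clusters of tissues other than spike overlapped the JW1 peaks less often, with 57.7% of seedling, 61.4% of embryo and 61.5% of root clusters on an H3K4me3 peak. Counting peaks within 500 bp raised the shares for spike to 76.7% for H3K4me3 and 70.9% for H3K9ac. The clusters cover genes as well as ELEs, and the shares have no replicate error, since each mark had 1 library.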

For the ELEs with conserved sequences between the two cultivars, the epigenetic activity is highly consistent; 352 of 411 spike active RLG_famc7.3 ELEs also had active chromatin states in JW1 spikes (Supplementary Fig. 27a).

The sequences downstream 1–200 bp and 200–400 bp of the RLG_famc7.3 ELE- TSS located in JW1 and have identical sequences in CS (Supplementary Fig. 27b) were synthesized and cloned into pEXT06/g to construct RNAi silencing vector. The plasmid was then transformed into wheat cultivar ‘JW1’ via Agrobacterium-mediated transformation by Wimi Biotechnology (http://www.wimibio.com/). The primer sequences used in this study are shown in Supplementary Table 3.

A total of 38 transgenic lines and WT were grown in the greenhouse. The spike at the booting stage (Feeke 10) of 3 WT and 4 transgenic lines of the T0 generation were taken to extract RNA. Libraries were constructed and sequenced by Hanyubio Co. Ltd. (Shanghai, China) to generate 150-bp paired-end reads. The RNA-seq data were processed with the same method as above. The differentially expressed genes were defined based on the following criteria: |log2 fold-change |> 1 and P < 0.05.

A total of six transgenic T1 and WT lines were grown in the greenhouse at 22 °C under 16 h light/8 h dark conditions for phenotyping. Each line was planted with 1–3 seeds and the total mature spikes were harvested to characterize the spike and yield features (Supplementary Table 4). ImageJ was used to measure the scaled pictures. The rachis length does not include awns. The node length is the rachis length divided by the number of spikes.

### smRNA-seq, DNA methylation measurements and RT-qPCR at RLG_famc7.3-ELE loci to evaluate the efficiency of RNAi silencing

For smRNA-seq, the spike at the booting stage (Feeke 10) of 2 transgenic lines of the T1 generation and WT were taken to extract 4 μg RNA. Libraries were constructed and sequenced by Novogene (Beijing, China) to generate 50-bp single-end reads. The reads were trimmed with cutadapt(version 1.18)^56^ to remove Illumina adapters and low-quality bases (quality score < 30). Shortstack (version 3.8.5)^80^ was utilized to map the 21-nt and 24-nt clean reads. Initially, default parameters were applied to identify smRNA clusters generated by the RNAi strategy. The reads mapping to the active RLG_famc7.3 were subsequently isolated and remapped using bowtie (version 1.1.2)^81^ with the parameter “-a -l 5 -e 100” to allow for mismatches. This approach facilitated the identification of additional RLG_famc7.3-ELEs that could be targeted by enhanced smRNA. Subsequently, Chop-PCR (methylation-sensitive enzyme digestion followed by PCR) was designed for the primary targeted RLG_famc7.3-ELE and one of the other RLG_famc7.3-ELEs that could be targeted by the enhanced smRNA. Chop-PCR is a targeted DNA methylation detection technique that uses partial digestion by methylation-sensitive restriction enzymes (MSREs) followed by PCR amplification. The presence of cytosine methylation at the cleavage sites of the MSREs protects the DNA against digestion and therefore can be amplified using PCR^54^.

For Chop-PCR, the genomic DNA of the same material was extracted using CTAB method to evaluate the DNA methylation level of the RLG_famc7.3-ELEs. 100 ng of genomic DNA was incubated 30 mins with the methylation-sensitive restriction enzyme NlaIII (NEB). The digested DNA was used to amplify the smRNA targets by semi-quantitative RT-PCR. Non-digested genomic DNA was simultaneously amplified as controls. The Chop-PCR primers are listed in the Supplementary Data 7.

For RT-qPCR, total RNA of the same material was extracted using RNA-easy Isolation Reagent (Vazyme #R701-01). As ELE-RNA may not be polyadenylated, the RNA was then treated using First Strand Synthesis Kit (Vazyme #R312) with random hexamers and oligo(dT)20VN Primers for reverse transcription. The expression levels of individual ELE-RNAs were quantified by qPCR using SYBR green master mix (Vazyme #Q111) on the BIO-RAD CFX96 real-time system according to established protocols. *TaActin (TraesCS1A01G274400)* was used as an internal control to normalize the expression levels of the ELEs. Three biological replicates were applied for each ELE. Primers are listed in Supplementary Table 5.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

### Source data

Source Data

## Data Availability

The datasets generated during the current study include CAGE-seq, RNA-seq, ChIP-seq, Bisulfite-seq, smRNA-seq and ALE-seq are available in the Gene Expression Omnibus (GEO) repository under accession GSE198284. Other datasets including Chinese Spring Hi-C data^9^, RNA-seq, ChIP-seq and Bisulfite-seq of Chinese Spring seedlings^26^, nascent RNA sequencing^17^, RNA-seq of Chinese Spring tissues during development and under treatments^27^ were published previously. Source data are provided with this paper.

# Supplementary material for: Transposable element-initiated enhancer-like elements generate the subgenome-biased spike specificity of polyploid wheat
**Source:** Nat Commun. 2023 Nov 17;14:7465. doi: 10.1038/s41467-023-42771-9
**Supplement:** Supplementary file 1 — Supplementary Information

**Transposable element-initiated enhancer-like elements generate the  
subgenome-biased spike specificity of polyploid wheat**

*Xie et al.*

## **Supplementary Note 1. Profiling of genome-wide TSS associated with common wheat development**

The CAGE-seq signals were highly enriched in the annotated TSS (Supplementary Fig.2a). The genomic tracks (Supplementary Fig.2b–c) revealed the TSS clusters coincide well with the annotated TSSs and the newly identified alternative TSSs of coding genes based on RNA-seq. On the basis of their local distribution, TSSs were classified as broad or sharp types (Supplementary Fig.2d–e), with sharp TSSs dependent on the TATA box (Supplementary Fig.2f–g). The sharp TSS-initiated genes were generally associated with environmental responses and plant cell wall organization, whereas the broad TSS-initiated genes were highly expressed and were related to housekeeping functions, including photorespiration and proteasome assembly (Supplementary Fig.2h–i and Supplementary Fig.3). These results are consistent with previous reports indicating that distinct TSS profiles differentially affect plant development<sup>1–4</sup>.

Alternative TSSs often influence the development of mammals<sup>5</sup> and plants<sup>6–8</sup>. The CAGE-seq analysis in this study detected 7,340 genes with multiple TSSs (Supplementary Fig.4a), most of which were not annotated in reference gene models. Three of four randomly selected TSSs were validated by 5' RACE (Supplementary Fig.4b–d and Supplementary Fig.5). For genes with multiple TSSs, the first TSS generally produced the most abundant transcripts (Supplementary Fig.4c). Functional analyses demonstrated that multiple TSS-driven genes were mostly involved in environmental responses (Supplementary Fig.6). This is consistent with the results of a recent study on wheat, which indicated that defense-related genes are regulated by a complex mechanism involving multiple distal regulatory elements (REs)<sup>9</sup>. We observed that alternative TSSs resulted in diverse products, the addition of a new signal peptide (Supplementary Fig.4b), and altered uORF transcription (Supplementary Fig.4d), which may affect translational efficiency as well as protein functions and subcellular localization. Some of the alternative TSSs were heterogeneous across subgenomes (Supplementary Fig.7). The comparison of homeologous genes suggested that differential presence of uORFs is associated with the variability in the mRNA abundance across subgenomes (Supplementary Fig.8). Thus, the comprehensive genome-scale TSS atlas and epigenetic signatures are useful resources for studies on regulatory specificity across subgenomes in common wheat.

## **Supplementary Note 2. Genetic and epigenetic features distinguishing ELE and gene TSSs**

Unlike TSS-initiated wheat genes enriched with H3K36me3 and H3K4me1, the ELE transcripts had relatively few H3K36me3 and H3K4me<sup>9,10</sup> (Supplementary Fig.11a). Besides epigenetic features, we examined genetic similarities and differences between gene and ELE TSSs. In terms of the transcriptional direction, unlike the balanced bi-directional transcription of mammalian enhancers<sup>11,12</sup>, ELEs and genes in common wheat were strongly biased for the sense direction (Supplementary Fig.11b-c). Considering the TSS sequence largely determines transcription factor (TF) binding specificity, we searched for differentially enriched TF-binding motifs in TSSs among ELEs and genes (Supplementary Fig.12). The AG- and AT-rich motifs, including BPC, WRKY, GATA, and MYB TF-binding motifs, were more frequently present around ELE TSSs, whereas CG-rich motifs, including PI-, Dof-, and AP1-binding sites, were more common surrounding coding gene TSSs (Supplementary Fig.12). We used a support vector machine (SVM) framework<sup>13</sup> to investigate whether these two TSS types can be distinguished according to sequence k-mers alone (see Methods). An AUROC of 86.85 was obtained, indicating the TSS sequence diversity can explain most of the difference in the initiation of transcription between coding genes and ELEs in common wheat (Supplementary Fig.13a), suggestive of the regulatory significance of TSS sequences.

We next used the SVM framework to examine the TSSs indistinguishable between ELEs and genes, which revealed the considerable similarity between the ELE and gene TSSs. To investigate the functional implications of these ELEs, we linked ELEs and genes (distance <2 Mb) according to the correlated CAGE signals and identified ELE–gene pairs with homologous TSS sequences (Supplementary Fig.13b-c and Supplementary Data 3). Using Hi-C data to examine the physical interactions, we detected an apparent positive association between chromatin contact frequency and the sequence similarity of ELE–gene pairs (Supplementary Fig.13d). Hence, we elucidated the genetic and epigenetic features distinguishing ELE and gene TSSs, while also determining that a small proportion of ELEs and target genes have highly similar TSS sequences, possibly indicating the high likelihood of looping and concerted regulation.

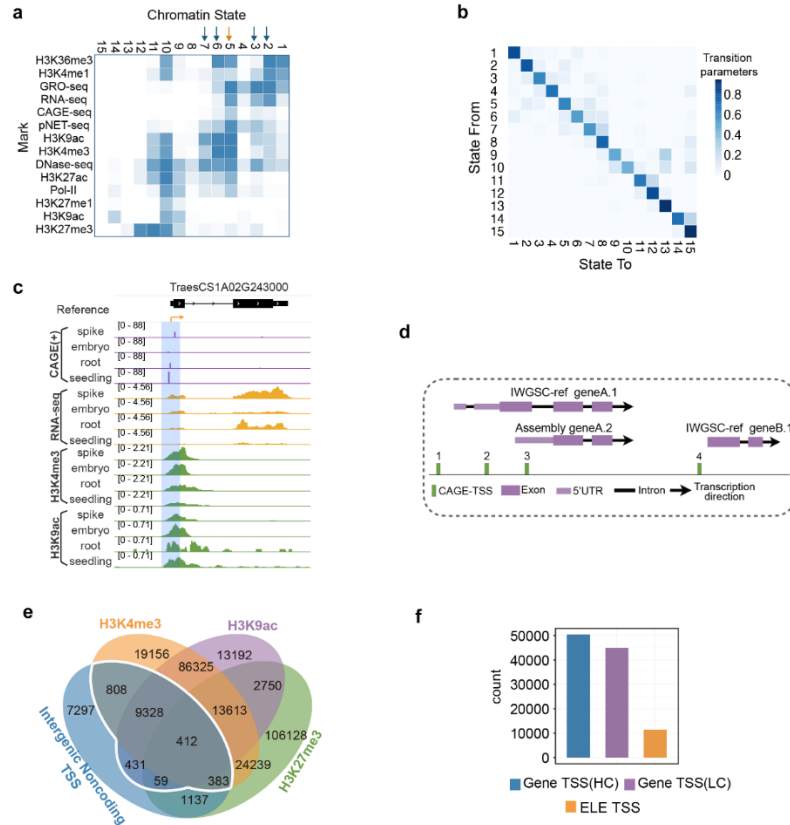

**Supplementary Figure 1. Workflow for TSS-like chromatin state generation and CAGE-TSS annotation.**

- Chromatin states determined by a multivariate hidden Markov model and CAGE-seq, nascent RNA-seq, mRNA-seq, and ChIP-seq (epigenetic markers) data for seedlings. The heatmap presents the emission parameters; columns and rows correspond to different states and markers, respectively. The identified TSS-like states are presented in (d). The red and blue arrows indicate TSS-like states and transcription elongation states, respectively. CAGE-signals in state 5 with a relatively low read density surrounding gene TSSs and a lack of CAGE-clusters were used as the criteria for annotating low-confidence gene TSSs.
- The transition parameters for each state. Colors indicate state transition possibilities from the y-axis to the x-axis.
- Genomic tracks illustrate the CAGE signal and epigenetic pattern of a gene with TSS annotated by chrHMM.
- Illustration of the assigned CAGE-TSSs. The CAGE-TSSs located near the 5' UTR of ref-genes (geneA.1 and geneB.1) or a *de novo* assembled gene (geneA.2) were defined as TSSs for the given gene. CAGE-TSS 1–4 belonged to transcripts A.1, A.1, A.2, and B.1, respectively.
- Venn diagram showing the overlap between intergenic TSSs and regulatory elements (REs) reflected by the enrichment of H3K9ac, H3K4me3, or H3K37me3. Intergenic CAGE-TSSs located in a region enriched with H3K9ac or H3K4me3 (white circle) were defined as ELE TSSs.
- Number of gene and ELE TSSs detected and annotated by CAGE-seq. HC, high-confidence; LC, low-confidence.

Source data are provided as a Source Data file.

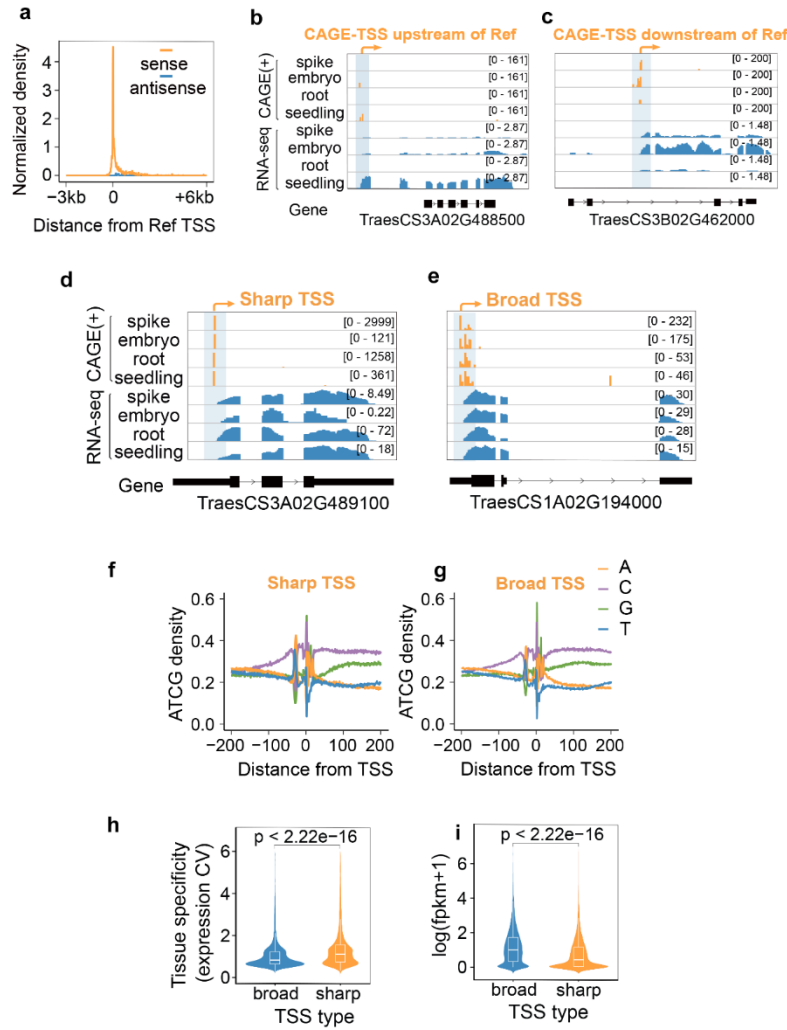

**Supplementary Figure 2. The CAGE-seq analysis detected different TSS types in the coding genes in common wheat.**

- Average CAGE-seq read density around annotated TSSs. Sense and antisense read densities were plotted separately.
- Genomic tracks illustrating CAGE-TSSs upstream (b) and downstream (c) of the annotated TSS (IWGSC Ref1.1). The results of the 5' RACE validation are presented in Supplementary Fig.5.
- Genomic tracks illustrating the CAGE signals and transcription from sharp and broad TSSs.
- Average nucleotide frequencies of the sharp (f) and broad (g) TSSs.
- Tissue specificity of the genes with sharp ( $n=9499$ ) or broad ( $n=25705$ ) promoters as determined by expression variations (CV) across tissues. Significance was determined according to the two-tailed Welch two-sample  $t$ -test. Horizontal lines in boxplots show median, hinges show IQR, whiskers show  $1.5 \times$  IQR, points beyond  $1.5 \times$  IQR past hinge are shown.
- Expression levels of genes with sharp ( $n=9499$ ) or broad ( $n=25705$ ) promoters. Significance was determined according to the two-tailed Welch two-sample  $t$ -test. Horizontal lines in boxplots show median, hinges show IQR, whiskers show  $1.5 \times$  IQR, points beyond  $1.5 \times$  IQR past hinge are shown.

Source data are provided as a Source Data file.

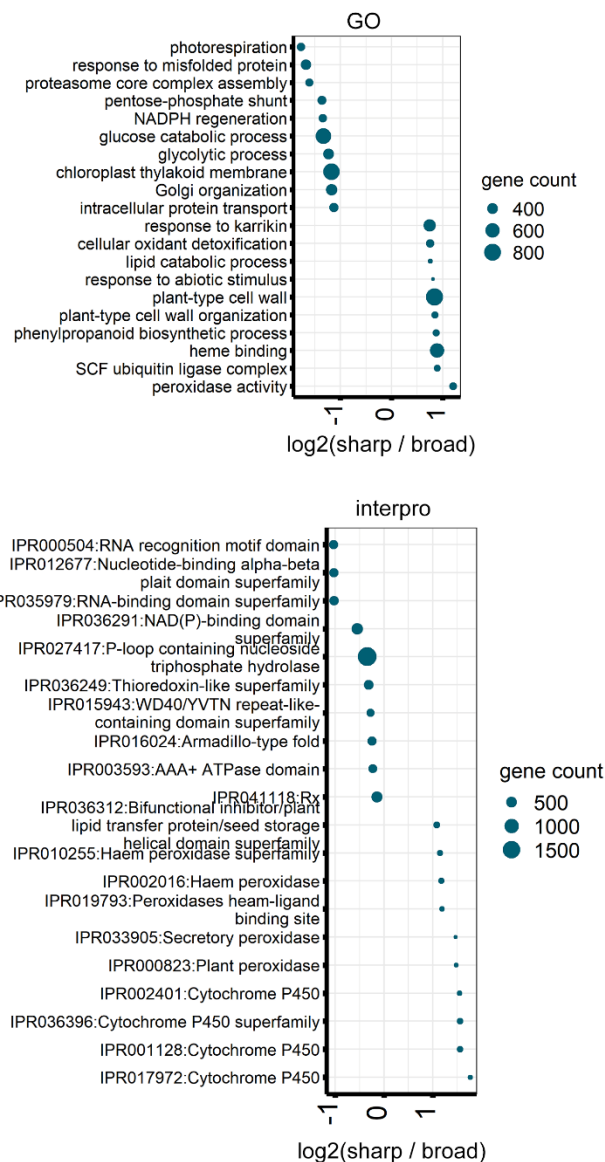

**Supplementary Figure 3. GO functional terms and Interpro protein domains preferentially enriched for genes with sharp or broad TSS, respectively.** The relative enrichment between genes with sharp and broad TSS were calculated. Source data are provided as a Source Data file.

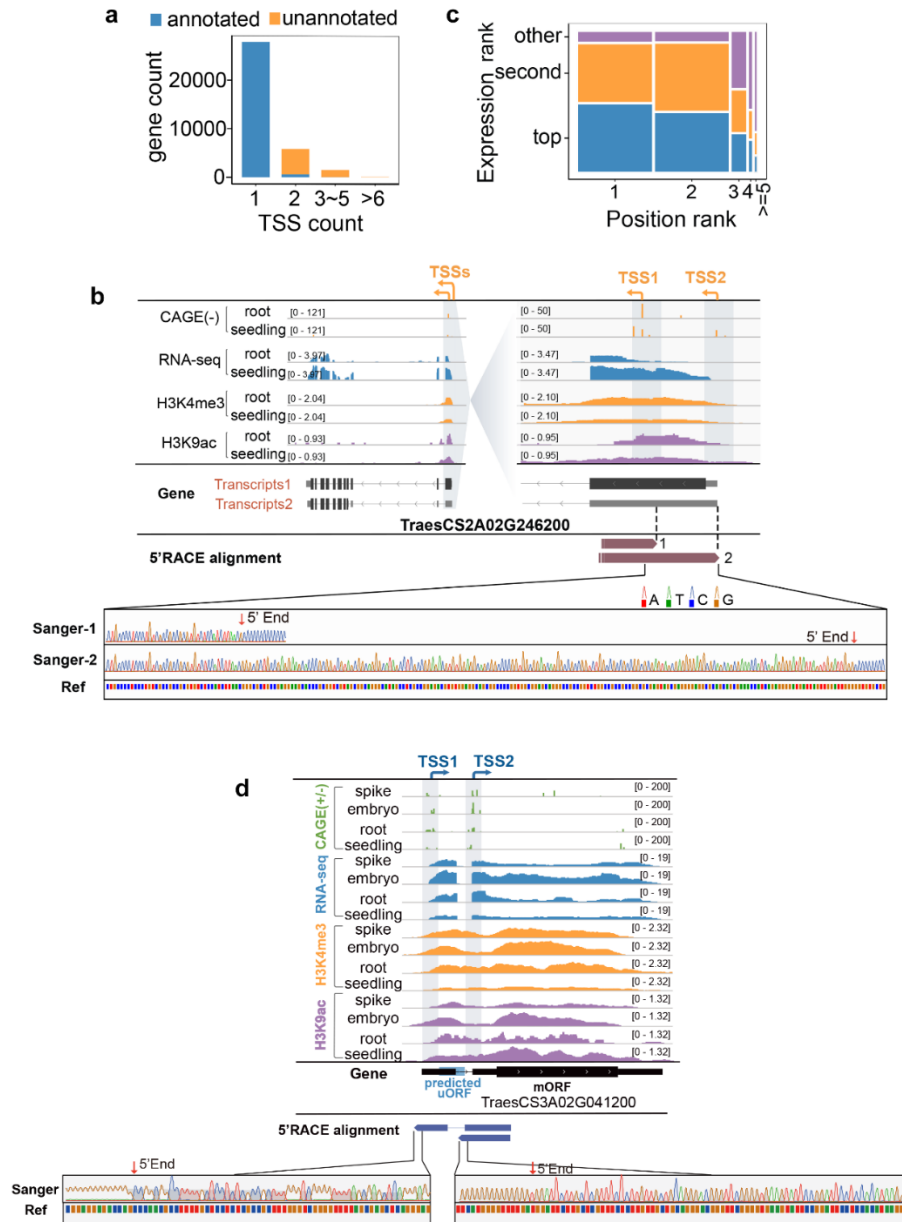

### Supplementary Figure 4. The CAGE-seq detected alternative TSSs in the coding genes

- Number of genes with single or multiple TSSs.
- Genomic tracks illustrating the different ORFs driven by alternative TSSs at one gene locus, which were predicted by integrating CAGE and epigenetic profiles and validated by 5' RACE.
- Average expression level of genes driven by alternative TSSs. The x-axis presents the order of TSSs for the isoforms of the same gene from 5' to 3'. The y-axis presents the ranked expression level for each isoform.
- Genomic tracks illustrate the upstream ORF (uORF) predicted by integrating CAGE signals and epigenetic profiles. mORF represents the main ORF. The results of the 5' RACE validation are presented below.

Source data are provided as a Source Data file.

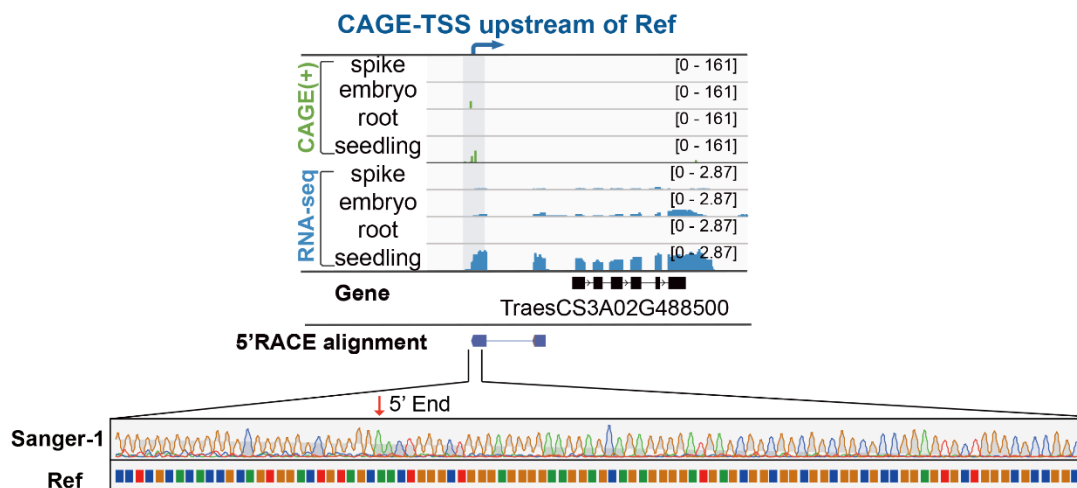

**Supplementary Figure 5. Genomic tracks illustrate 5'RACE validation of a CAGE-TSS upstream of the annotated genes.**

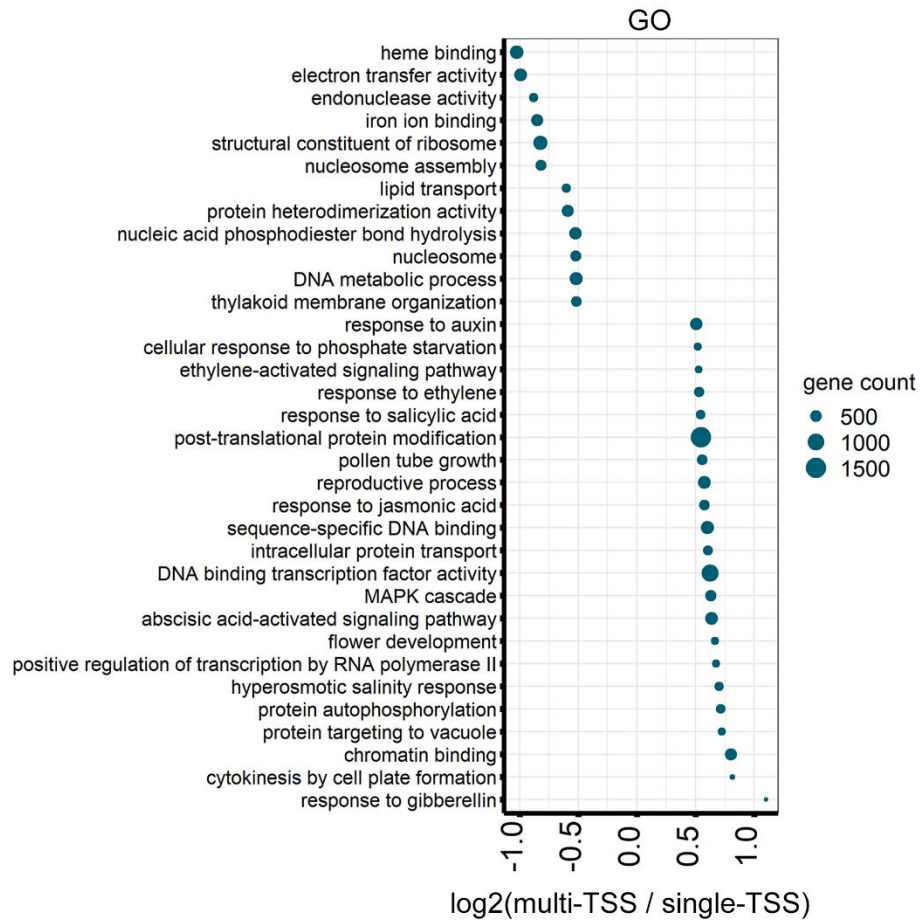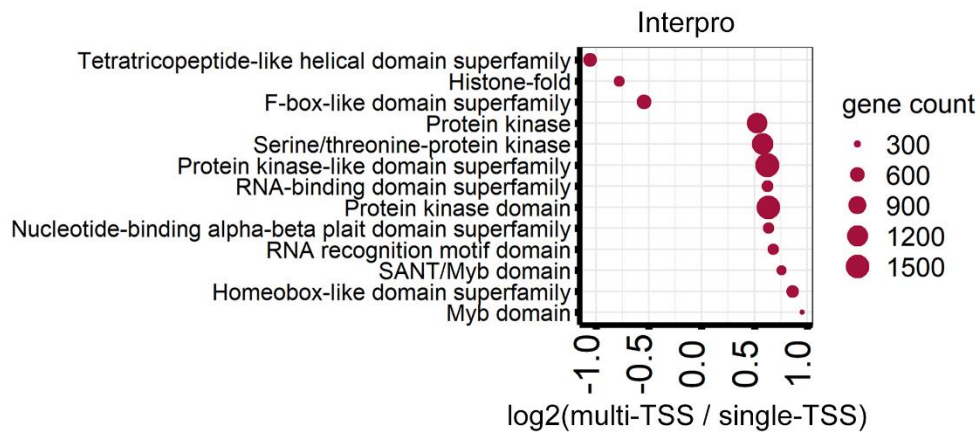

**Supplementary Figure 6. Relative enrichment of GO functional terms and Interpro protein domains for genes with multiple- or single-TSS.** Source data are provided as a Source Data file.

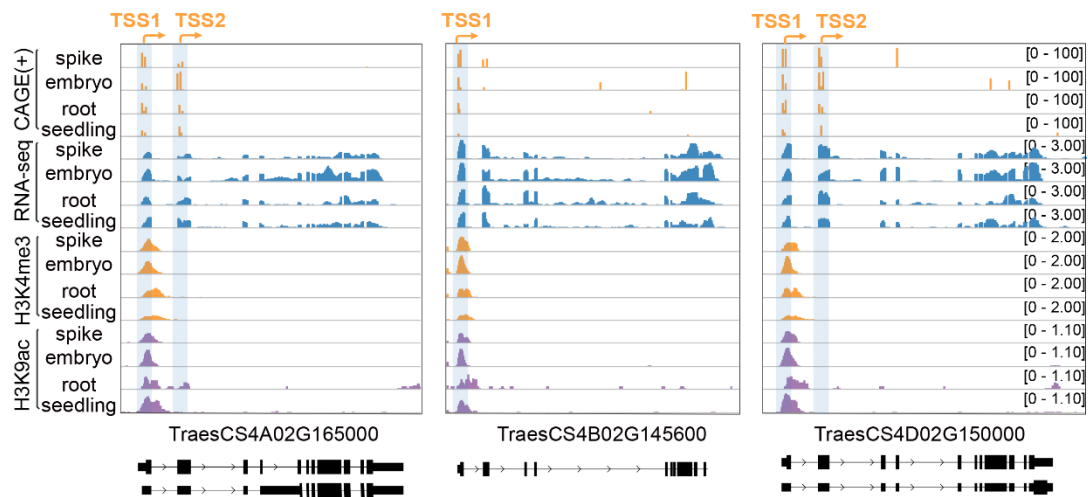

**Supplementary Figure 7. Genomic tracks illustrate the CAGE signals and epigenetic signatures of a triad group with heterogeneous alternative TSSs annotated by CAGE.**

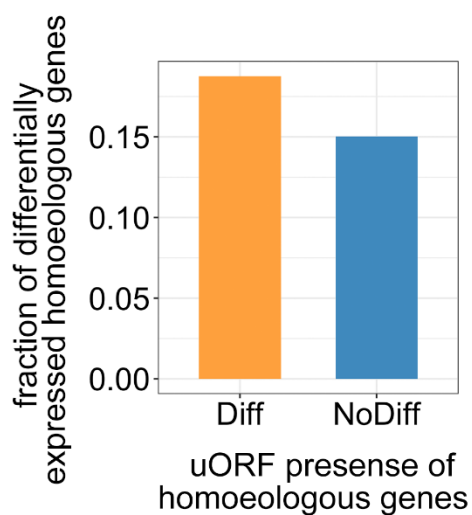

**Supplementary Figure 8. Bar plot showing the ratio of differentially expressed pairs of homoeologous genes with the same or different presence of uORFs.** "Diff" means that one homoeologous gene has uORF and the other does not. "NoDiff" means that homoeologous gene pairs both have uORFs or neither contains uORF. Source data are provided as a Source Data file.

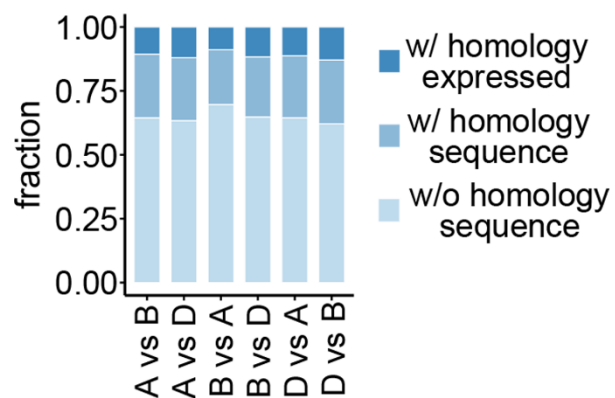

**Supplementary Figure 9. Pairwise comparison of intergenic TSS clusters in col-linear regions between subgenomes.** The analyses resulted in the following three cases: conserved RNA transcribed in the other subgenome, conserved DNA sequence that was not transcribed, and no sequence conservation of given TSS. Source data are provided as a Source Data file.

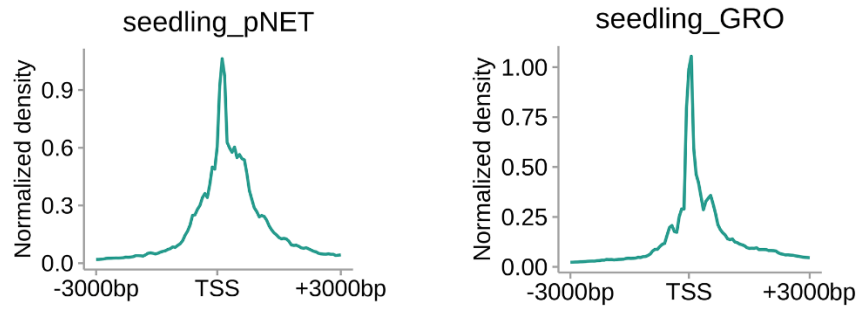

**Supplementary Figure 10. Distribution of pNET-seq and GRO-seq signal intensity 3 kb upstream and downstream of ELE-TSS.** Source data are provided as a Source Data file.

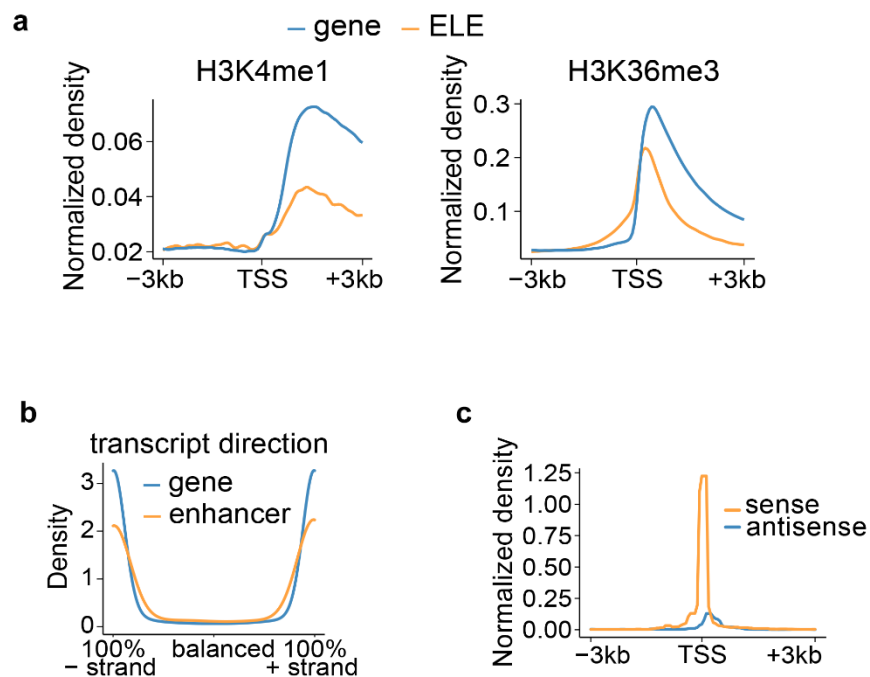

**Supplementary Figure 11. The epigenetic and transcription direction of gene- and ELE-TSSs.**

- Distribution of histone modifications 3 kb up- and down-stream of gene-TSSs and ELE-TSSs.
- Density plot illustrating the transcription direction of genes and ELEs.
- Average CAGE-seq read density around ELE-TSSs. The CAGE signals for the antisense and sense sequences are presented separately.

Source data are provided as a Source Data file.

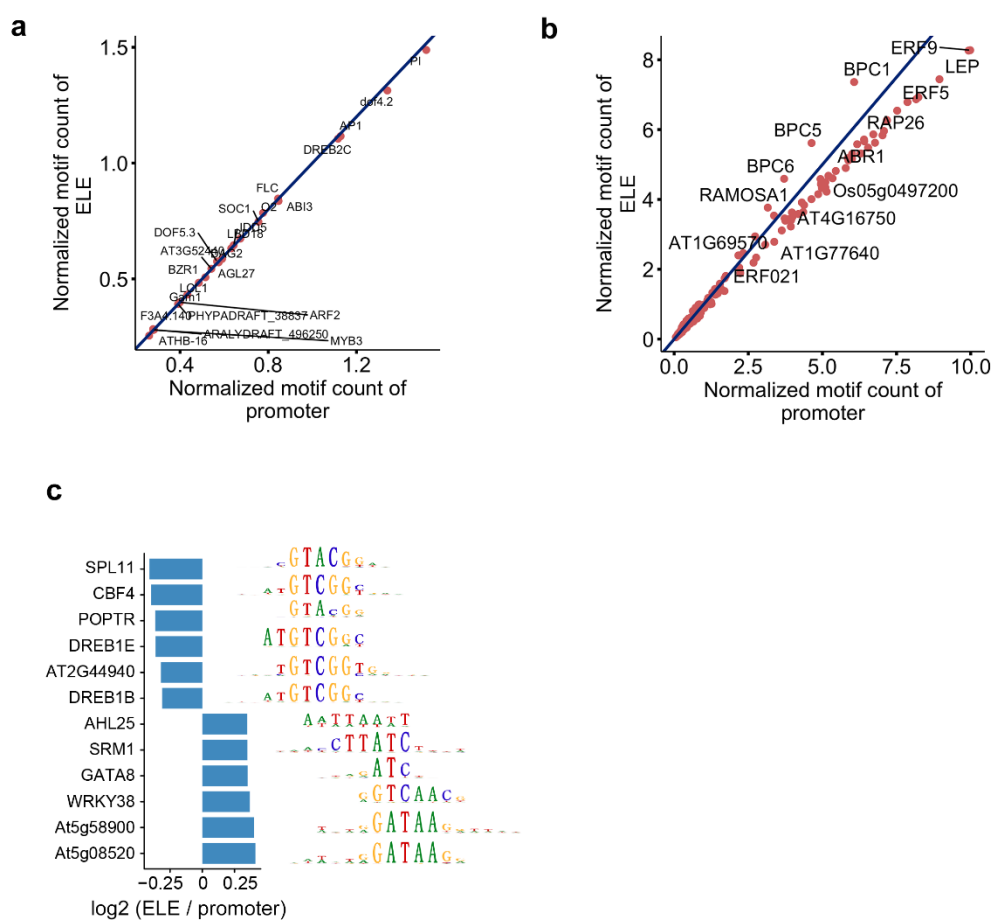

**Supplementary Figure 12. Conserved and differential motif enrichment around gene- and ELE-TSSs.**

- Dot plot showing the abundance of motifs similarly enriched between gene- and ELE-TSS (1 kb up- and down-stream of TSS). Motifs with log<sub>2</sub>-transition ratios of normalized counts between ELEs and genes less than 0.03 are shown.
  - Dot plot showing the abundance of motifs differentially enriched between gene- and ELE-TSS (1 kb up- and down-stream of TSS). Motifs with higher differential abundance between ELEs and promoters are labeled.
  - Differential enrichment of motifs surrounding gene and ELE TSSs.
- Source data are provided as a Source Data file.

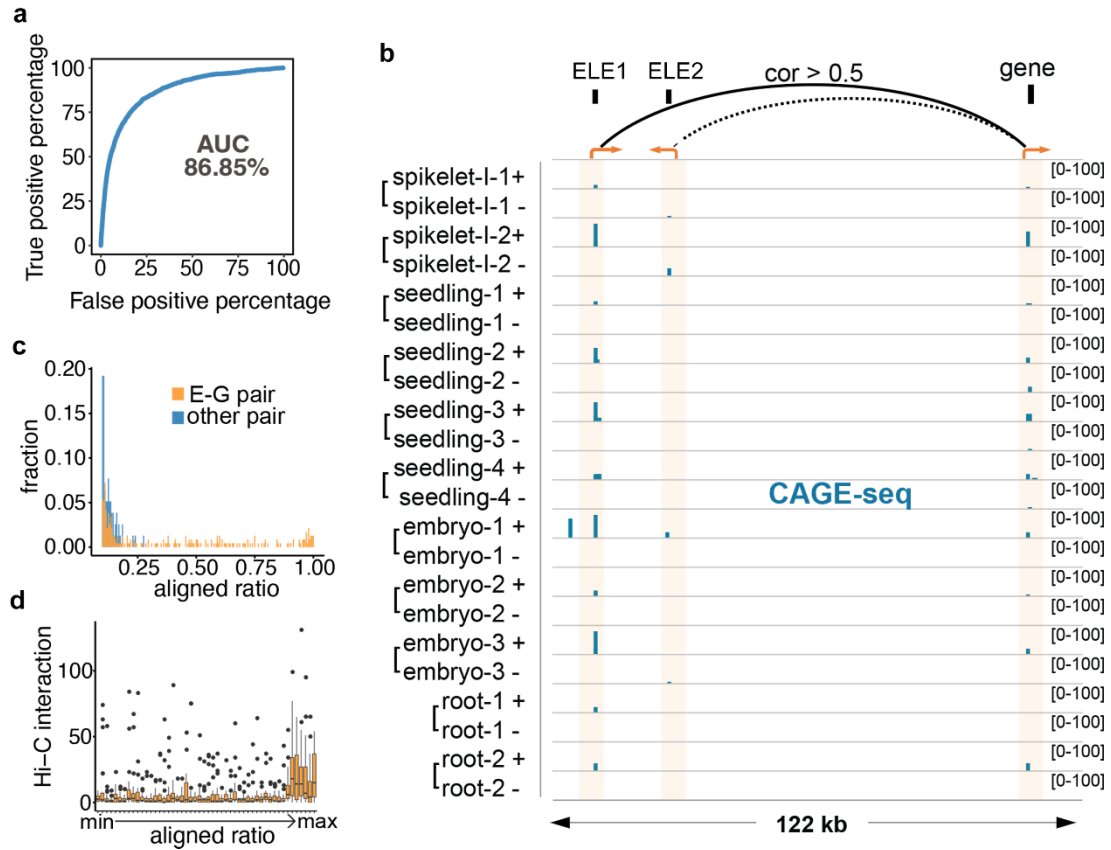

**Supplementary Figure 13. Identification of active ELE-TSSs and the linkage to target gene-TSSs.**

- ROC curve distinguishing ELE and gene TSSs according to the k-mer and SVM.
- Genomic tracks illustrating the ELE targets on the basis of proximity or the correlation between the CAGE signals of the ELE-TSS and gene-TSS.
- Distribution of the fraction of TSS sequences alignable between E-G pairs and randomly selected E-G pairs.
- Boxplot presenting the Hi-C contact frequency of the TSS pairs with different levels of sequence similarity. Horizontal lines in boxplots show median, hinges show IQR, whiskers show  $1.5 \times \text{IQR}$ , points beyond  $1.5 \times \text{IQR}$  past hinge are shown.

Source data are provided as a Source Data file.

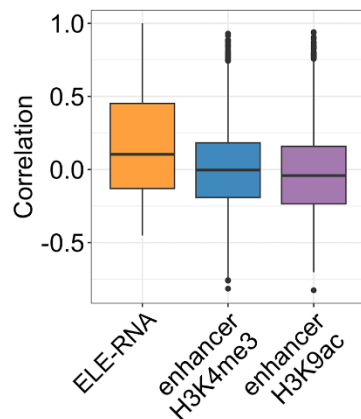

**Supplementary Figure 14. Distribution of correlation between ELE activity and the closest gene expression.** The activity of ELEs is assessed by the ELE-RNA transcription and the intensities of histone modifications, respectively. The results show that when using ELE-RNA transcription to represent the ELE activity, the correlation is significantly larger (two-tailed Welch Two Sample t-test,  $p\text{-value} < 2.2\text{e-}16$ ) than represented by histone modification. Specifically, in the 4339 gene-ELE pairs analyzed, 36% showed an  $R^2$  value greater than 0.5 and a  $p\text{-value}$  less than 0.05 for the correlation between ELE activity and the closest gene expression. Source data are provided as a Source Data file.

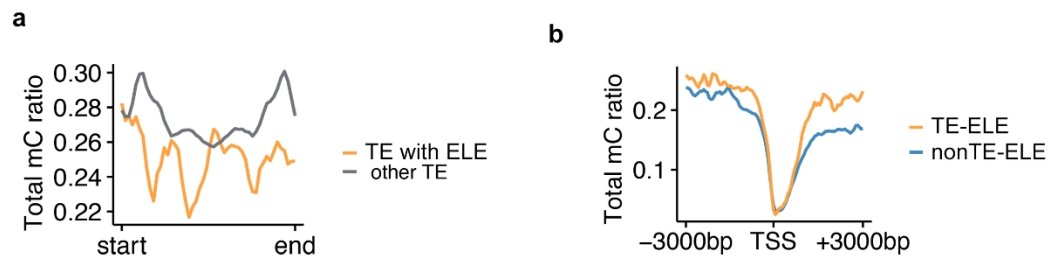

**Supplementary Figure 15. DNA methylation profiles surrounding TEs and ELEs derived from TE or nonTE.**

- Distribution of DNA methylation level surrounding full-length TEs with or without ELE-RNA.
- Distribution of DNA methylation level surrounding 3kb up- and down-stream of ELE-TSS initiated by TEs or within non-TE regions (b).

Source data are provided as a Source Data file.

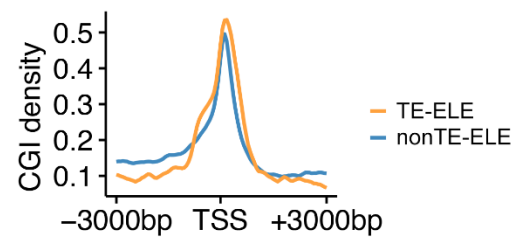

**Supplementary Figure 16. The CpG island density in 3 kb up- and down-stream of ELE-TSS derived by TEs or in non-TE regions.** Source data are provided as a Source Data file.

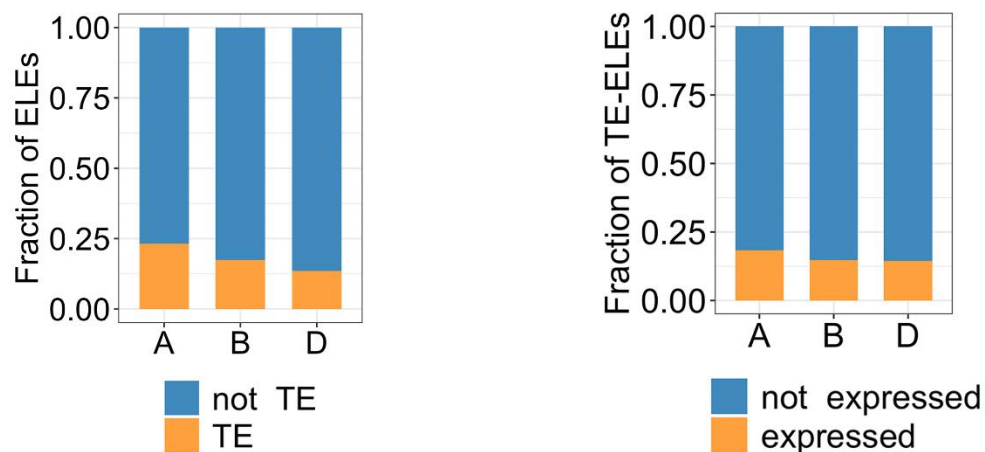

**Supplementary Figure 17.** The bar plot displays the fraction of TE-derived ELEs (left) and the expressed TE-ELEs (right) among A, B and D subgenomes. Source data are provided as a Source Data file.

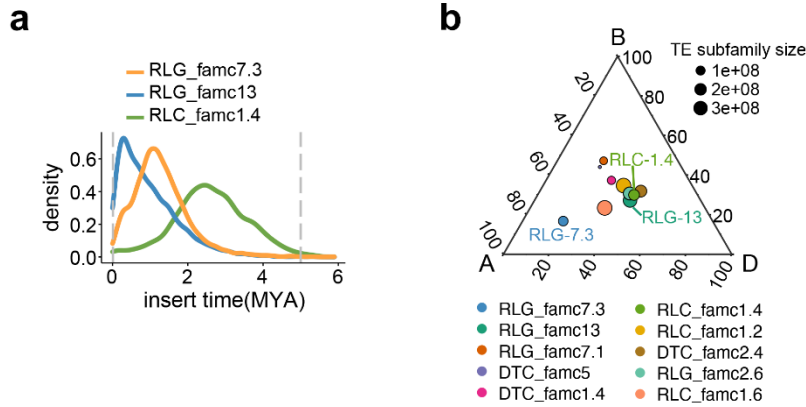

**Supplementary Figure 18. The expansion period and abundance of top TE families contributing to TSSs.**

- The age of three LTR-type TEs top contributing to TSS, as reflected by the similarity between two LTR regions. The more similar the LTR regions, the younger the corresponding LTR TEs, since the insertion of new LTR TEs involves the replication of LTR regions<sup>14</sup>. The expansion of three top abundant TEs occurred predominantly in the progenitors of the three subgenomes prior to tetraploidization (~0.5 Mya, vertical dotted lines) after the divergence from A-B-D common ancestor (~5 Mya, vertical dotted lines).
- Ternary plot presenting the relative abundance of TE subfamilies top contributing to TSS. Each circle represents a TE subfamily. The relative position to the three vertices represents the relative abundance of a given TE subfamily among the three subgenomes. RLG\_famc7.3 is predominantly present in subgenome A.

Source data are provided as a Source Data file.

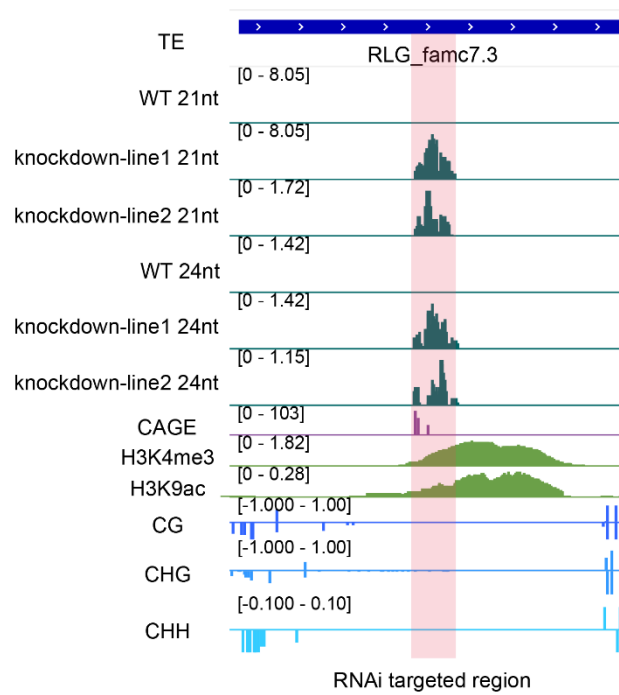

**Supplementary Figure 19. Genomic tracks illustrate the 21 and 24nt smRNA profiles generated from wild-type and two independent RNAi knockdown T1 generation materials, along with CAGE-seq and epigenetic signatures in the RLG\_famc7.3-ELE region. The targeted region is marked in red shade.**

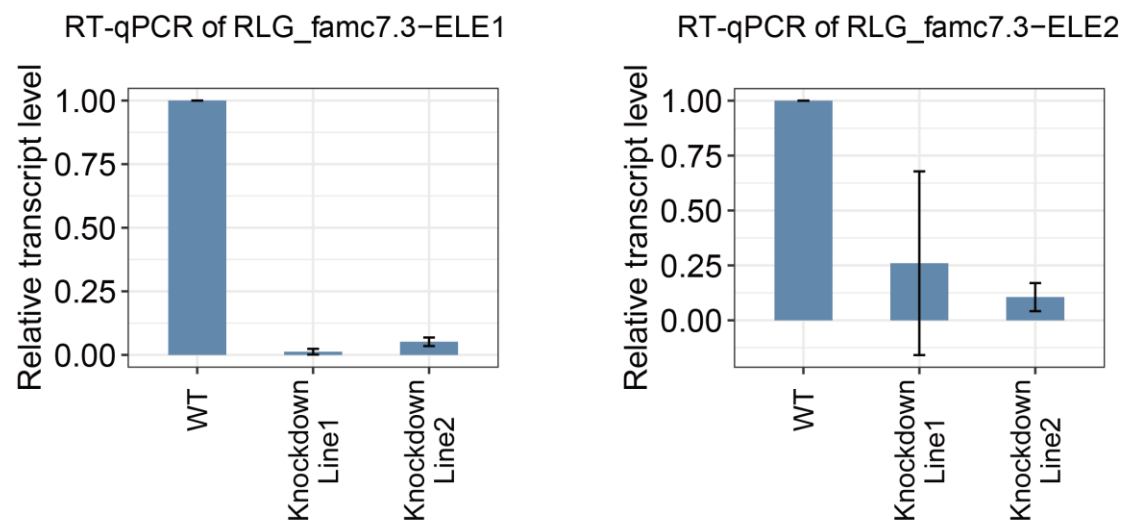

**Supplementary Figure 20. Relative transcript level of RLG\_famc7.3-ELE-RNA in WT and two RNAi T1 lines quantified by RT-qPCR. All results were normalized to actin (TraesCS1A01G274400).** The average values were obtained from three experiments. The length of the error bars represents the standard deviation. Source data are provided as a Source Data file.

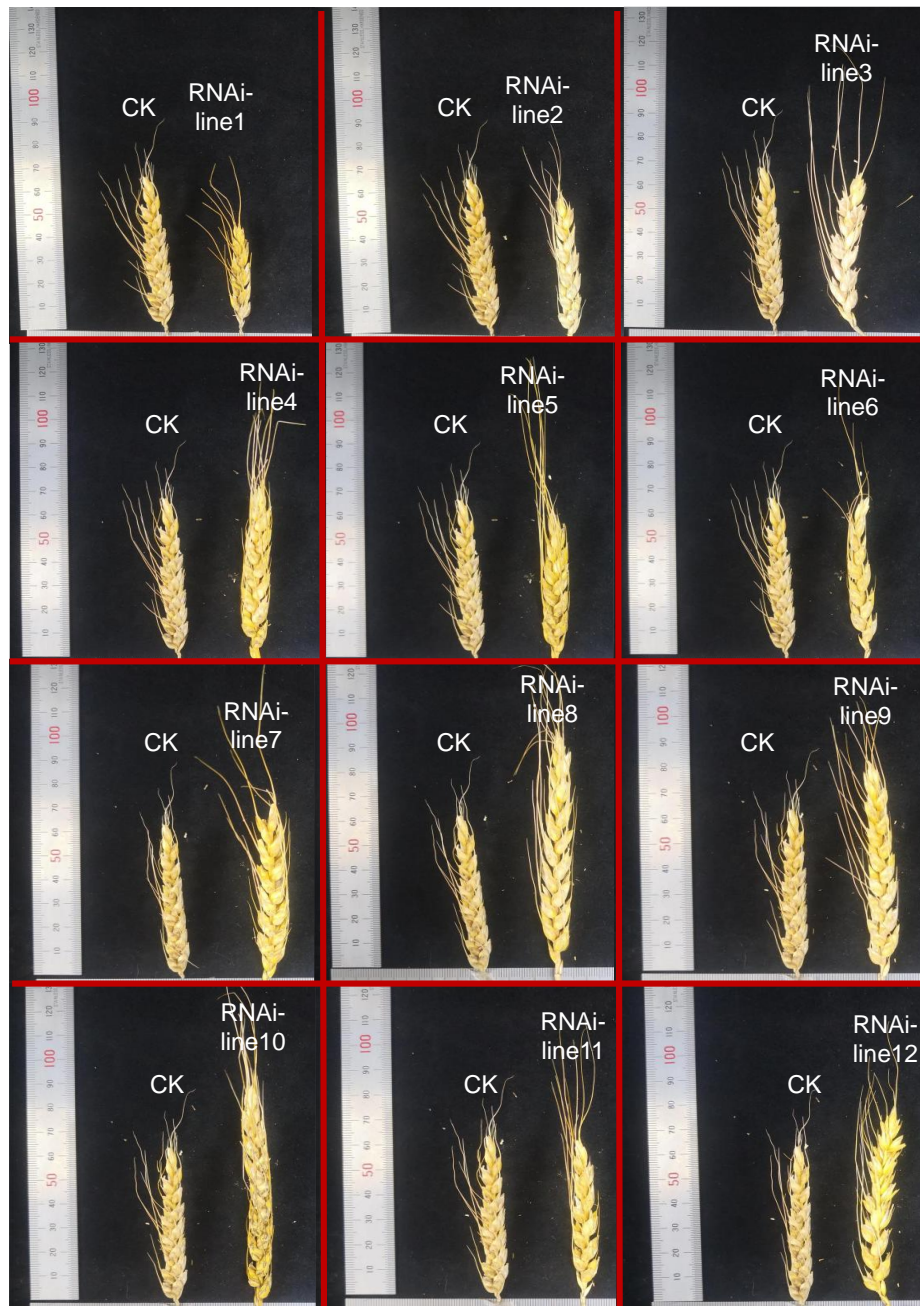

**Supplementary Figure 21. Mature spikes of T0 knockdown lines and CKs.**

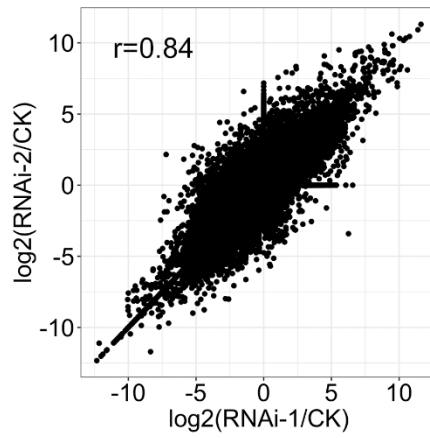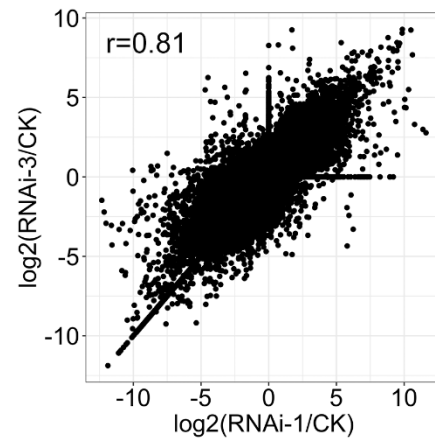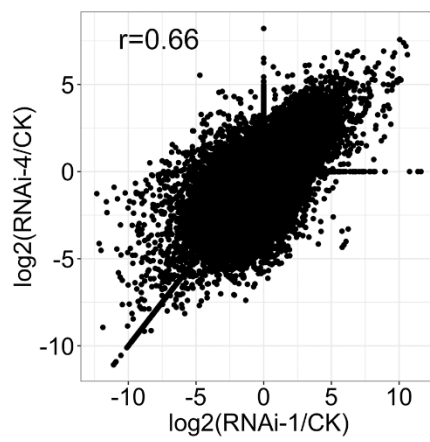

**Supplementary Figure 22. The  $\log_2(\text{fold-change})$  of gene expression between knockdown lines and CK.**

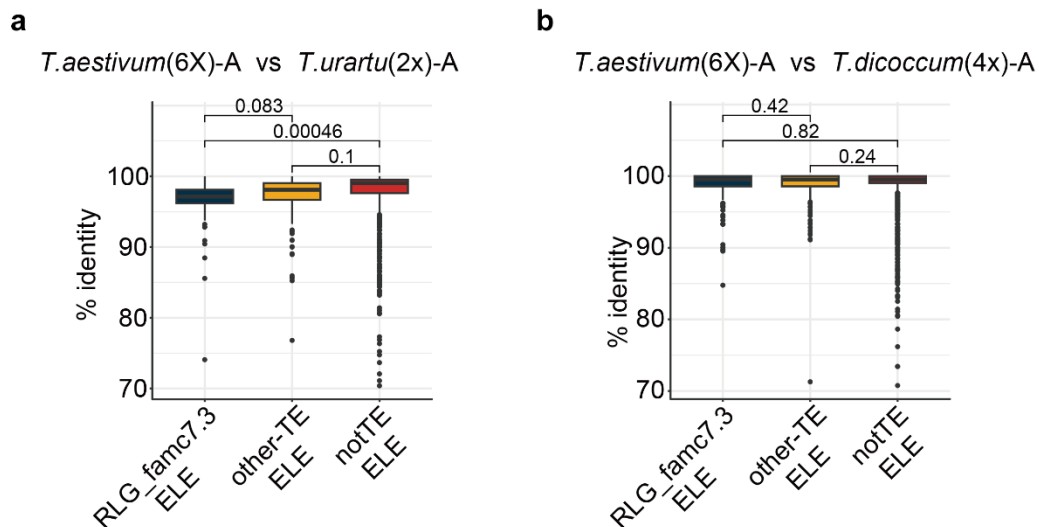

**Supplementary Figure 23. Distribution of sequence identity surrounding ELE-TSS in wheat of different ploidy levels.**

- Distribution of sequence identity surrounding ELE-TSS in (sub)genome A between diploid progenitor and hexaploid wheat.
- The distribution of sequence identity surrounding ELE-TSS in subgenome A between tetraploid and hexaploid common wheat.

Two-tailed Welch Two Sample t-test was used to obtain p-values to assess statistical significance in a-b. Horizontal lines in boxplots show median, hinges show IQR, whiskers show  $1.5 \times \text{IQR}$ , points beyond  $1.5 \times \text{IQR}$  past hinge are shown. Source data are provided as a Source Data file.

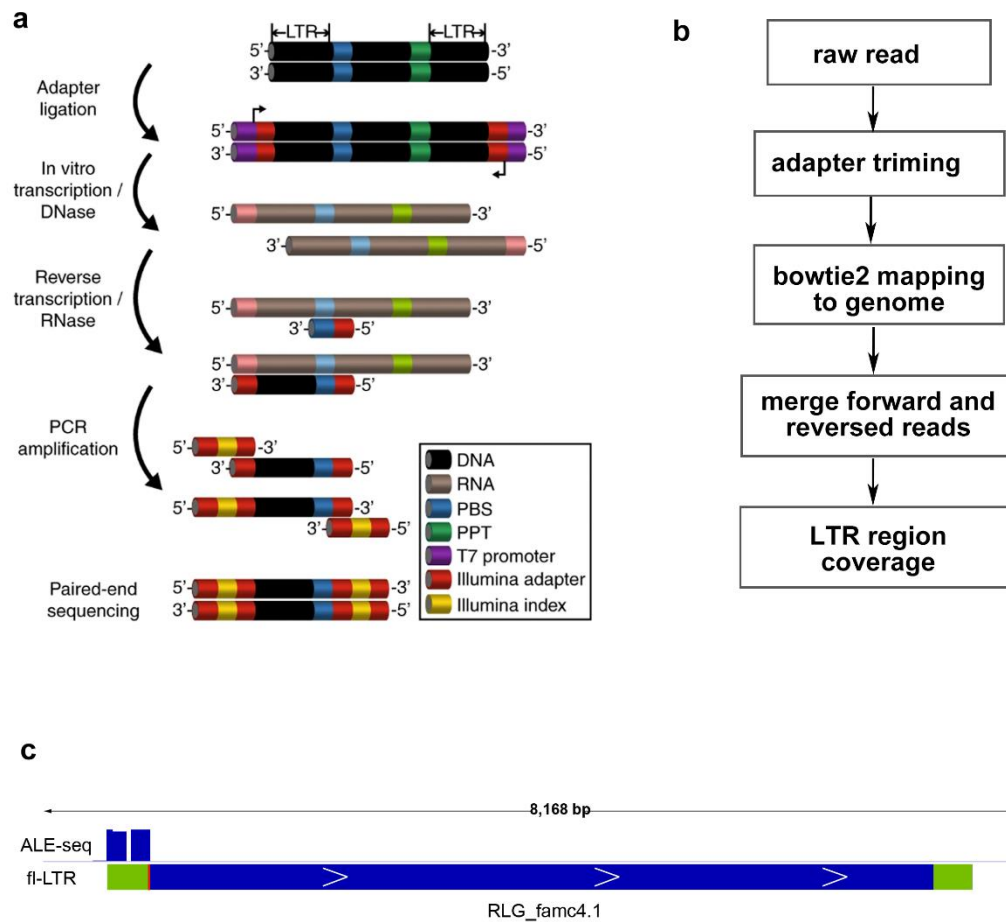

**Supplementary Figure 24. The workflow of ALE-seq for detection of ecDNA in bread wheat.**

- The workflow of library construction of ALE-seq, modified from<sup>15</sup>.
- Analysis pipeline of ALE-seq data.
- The genomic tracks illustrating the coverage of read mapped to a LTR-TE. The green bars represent the LTR region of the TE and red bars represent primer binding site (PBS).

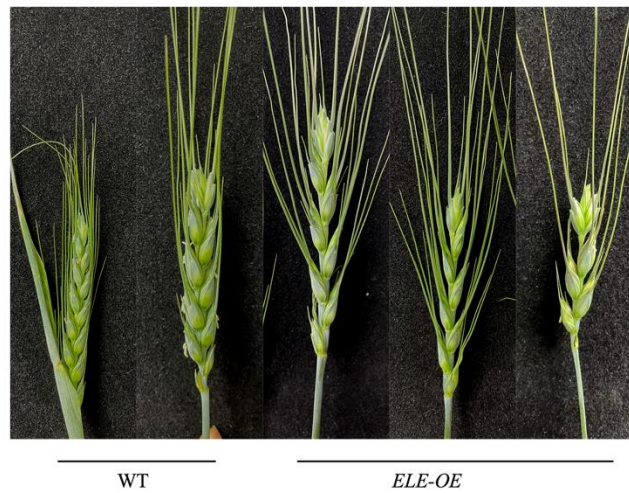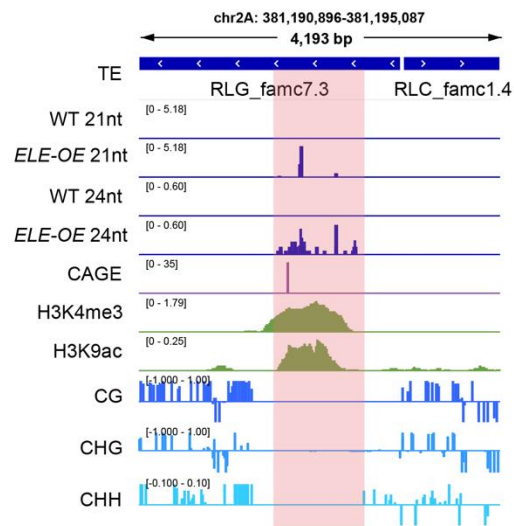

**Supplementary Figure 25. Phenotype and epigenetic profiles of ELE-Overexpressed lines.** Up: Spikes of WT and T0 ELE-Overexpressed lines. Down: Genomic tracks illustrate the 21 and 24nt smRNA profiles generated from wild-type and one ELE-Overexpressed T0 generation materials, along with CAGE-seq and epigenetic signatures in the RLG\_famc7.3-ELE region. The overexpressed region is marked in red shade.

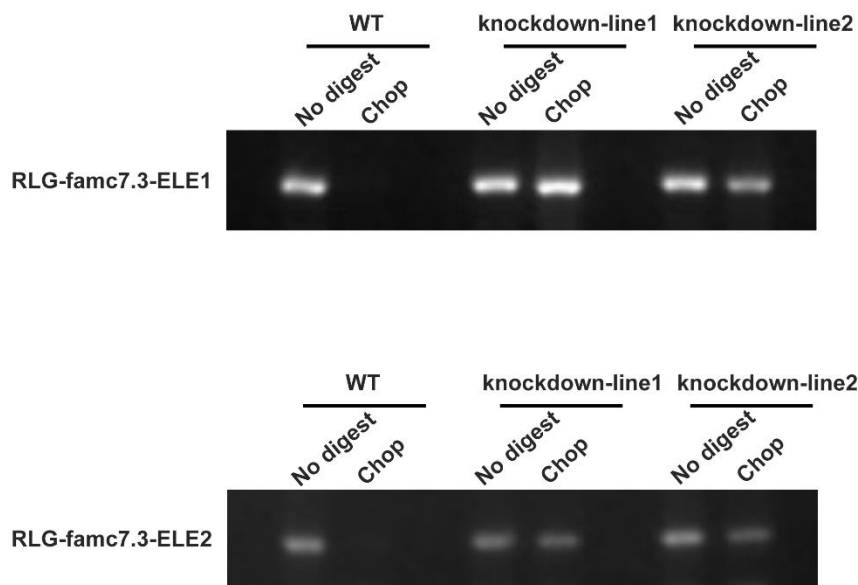

**Supplementary Figure 26. Chop-PCR reflects the methylation level of RNAi target loci in two RLG\_famc7.3-ELE regions.** The T1 generation of two RNAi knock-down lines were used. Chop-PCR is a targeted DNA methylation detection technique that uses partial digestion by methylation-sensitive restriction enzymes (MSREs) followed by PCR amplification. The presence of cytosine methylation at the cleavage sites of the MSREs protects the DNA against digestion and therefore can be amplified using PCR.

**a**

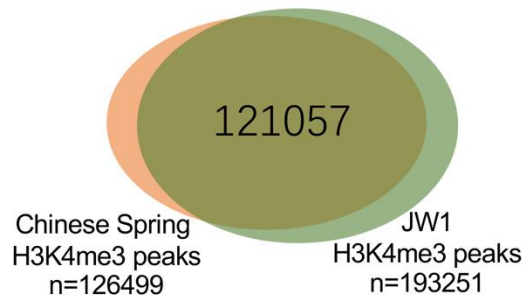

**b**

```

JW1 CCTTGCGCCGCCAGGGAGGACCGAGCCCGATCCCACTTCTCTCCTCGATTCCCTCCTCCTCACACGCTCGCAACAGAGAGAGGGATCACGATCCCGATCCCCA
CS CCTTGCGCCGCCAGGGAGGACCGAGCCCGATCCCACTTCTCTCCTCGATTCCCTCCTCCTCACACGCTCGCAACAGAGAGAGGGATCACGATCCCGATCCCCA

JW1 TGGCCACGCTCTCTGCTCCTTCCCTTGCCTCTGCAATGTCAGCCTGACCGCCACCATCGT6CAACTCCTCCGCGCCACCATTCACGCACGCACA
CS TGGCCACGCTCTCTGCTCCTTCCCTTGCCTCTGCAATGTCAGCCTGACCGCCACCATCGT6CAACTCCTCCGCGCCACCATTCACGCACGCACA

JW1 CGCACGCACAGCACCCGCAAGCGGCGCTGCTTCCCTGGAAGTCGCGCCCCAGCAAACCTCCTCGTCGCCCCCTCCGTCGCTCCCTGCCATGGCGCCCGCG
CS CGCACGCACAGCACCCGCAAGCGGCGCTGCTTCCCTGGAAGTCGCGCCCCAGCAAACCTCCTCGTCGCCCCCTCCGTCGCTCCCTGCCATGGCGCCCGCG

JW1 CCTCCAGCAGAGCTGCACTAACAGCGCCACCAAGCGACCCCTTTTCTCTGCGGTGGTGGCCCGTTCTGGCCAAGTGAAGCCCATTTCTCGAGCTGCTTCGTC
CS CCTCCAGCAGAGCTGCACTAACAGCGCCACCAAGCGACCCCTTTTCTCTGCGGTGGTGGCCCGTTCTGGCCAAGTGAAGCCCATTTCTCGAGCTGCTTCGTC

```

**Supplementary Figure 27. The consistency between ‘Chinese Spring’ and ‘JW1’**

- Venn diagram displays the overlap of H3K4me3 peaks between ‘Chinese Spring’ and ‘JW1’.
- Sequence alignment of RNAi target sequence between ‘Chinese Spring’ and ‘JW1’.

**Supplementary Table 1. Primer sequence for 5'RACE .**

| <b>Gene ID</b>     | <b>primer ID</b>        | <b>Primer sequence (5'- 3')</b>                  |
|--------------------|-------------------------|--------------------------------------------------|
| /                  | adaptor-poly (G)        | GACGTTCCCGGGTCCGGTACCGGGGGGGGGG<br>GGGG          |
| TraesCS2A02G24600  | gene-specific-RT-primer | ATCTGCATCGCCTCCTTCTC                             |
|                    | adaptor-nest-PCR primer | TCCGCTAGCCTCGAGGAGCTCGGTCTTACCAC<br>AAGCTTTTCCT  |
| TraesCS3A02G041200 | gene-specific-RT-primer | CAGCCAGGCATGTCGAGGAAG                            |
|                    | adaptor-nest-PCR primer | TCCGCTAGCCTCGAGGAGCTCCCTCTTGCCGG<br>AGAACG       |
| TraesCS3A02G488500 | gene-specific-RT-primer | GTCACCAAATCCTTGGCATGGC                           |
|                    | adaptor-nest-PCR primer | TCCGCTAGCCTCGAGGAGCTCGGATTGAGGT<br>CCAAGACAACGAT |

**Supplementary Table 2. Reverse transcription primers for ALE-seq.**

| <b>Primer ID</b> | <b>Primer sequence (5'- 3')</b>   |
|------------------|-----------------------------------|
| cs_Met_iCAT      | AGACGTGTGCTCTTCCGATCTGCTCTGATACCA |
| cs_ThrAGT        | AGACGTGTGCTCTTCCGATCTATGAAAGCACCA |
| cs_LysCTT        | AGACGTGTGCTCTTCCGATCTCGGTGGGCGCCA |
| cs_PheGAA        | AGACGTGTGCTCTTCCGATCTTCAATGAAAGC  |
| cs_ArgCCT        | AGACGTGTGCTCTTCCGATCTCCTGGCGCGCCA |
| cs_ThrCGT        | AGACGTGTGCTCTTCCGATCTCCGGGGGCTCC  |

**Supplementary Table 3. Primers for knockdown transgenic lines validation.**

| <b>Primer ID</b>                   | <b>Primer sequence (5'- 3')</b> |
|------------------------------------|---------------------------------|
| region1(TSS downstream1-200bp)_F   | ATAGTTACGAGTTTAAGATGGATG        |
| region1(TSS downstream1-200bp)_R   | GTATATACGTACGGTACCTGTG          |
| region2(TSS downstream200-400bp)_F | ATAGTTACGAGTTTAAGATGGATG        |
| region2(TSS downstream200-400bp)_R | GTATATACGTACGGTACCGACGAAG<br>C  |

**Supplementary Table 4. Phenotyping of knockdown transgenic T1 generation and WT.**

| <b>ID (line_id-plant_id-spike_id)</b> | <b>Spikelet count</b> | <b>Floret count</b> | <b>Per floret in spikelet</b> | <b>Grain count</b> | <b>Setting rate</b> | <b>Grain weight (g)</b> | <b>Thousand kernel weight (g)</b> | <b>Rachis length(cm)</b> | <b>Node length (cm)</b> |
|---------------------------------------|-----------------------|---------------------|-------------------------------|--------------------|---------------------|-------------------------|-----------------------------------|--------------------------|-------------------------|
| 38-2-1                                | 20                    | 58                  | 2.900                         | 46                 | 0.793               | 0.917                   | 19.935                            | 9.662                    | 0.483                   |
| 38-2-2                                | 16                    | 34                  | 2.125                         | 18                 | 0.529               | 0.3357                  | 18.650                            | 7.381                    | 0.461                   |
| 38-1-1                                | 19                    | 73                  | 3.842                         | 8                  | 0.110               | 0.2074                  | 25.925                            | 8.846                    | 0.466                   |
| 38-2-3                                | 18                    | 44                  | 2.444                         | 14                 | 0.318               | 0.3133                  | 22.379                            | 8.388                    | 0.466                   |
| 38-1-2                                | 8                     | 20                  | 2.500                         | 0                  | 0.000               | /                       | /                                 | 3.641                    | 0.455                   |
| 26-1-2                                | 18                    | 47                  | 2.611                         | 46                 | 0.979               | 1.2032                  | 26.157                            | 8.706                    | 0.484                   |
| 26-1-1                                | 16                    | 39                  | 2.438                         | 26                 | 0.667               | 0.7761                  | 29.850                            | 7.658                    | 0.479                   |
| 26-1-3                                | 17                    | 49                  | 2.882                         | 41                 | 0.837               | 0.9778                  | 24.445                            | 8.399                    | 0.494                   |
| 05-1-1                                | 17                    | 40                  | 2.353                         | 23                 | 0.575               | 0.512                   | 22.261                            | 7.612                    | 0.448                   |
| 05-1-2                                | 18                    | 49                  | 2.722                         | 34                 | 0.694               | 0.727                   | 21.382                            | 8.112                    | 0.451                   |
| 05-1-3                                | 14                    | 41                  | 2.929                         | 27                 | 0.659               | 0.5789                  | 21.441                            | 6.627                    | 0.473                   |
| 57-2-1                                | 15                    | 42                  | 2.800                         | 24                 | 0.571               | 0.4345                  | 18.104                            | 7.208                    | 0.481                   |
| 57-2-2                                | 17                    | 49                  | 2.882                         | 36                 | 0.735               | 0.8691                  | 24.142                            | 7.572                    | 0.445                   |
| 44-2-1                                | 14                    | 43                  | 3.071                         | 30                 | 0.698               | 1.0159                  | 33.863                            | 7.251                    | 0.518                   |
| 44-2-2                                | 15                    | 44                  | 2.933                         | 14                 | 0.318               | 0.4183                  | 29.879                            | 6.772                    | 0.451                   |
| 44-2-3                                | 17                    | 45                  | 2.647                         | 27                 | 0.600               | 0.725                   | 27.885                            | 8.038                    | 0.473                   |
| 57-1-1                                | 16                    | 52                  | 3.250                         | 33                 | 0.635               | 1.0203                  | 30.918                            | 6.648                    | 0.416                   |
| 57-1-2                                | 19                    | 47                  | 2.474                         | 30                 | 0.638               | 0.569                   | 18.967                            | 5.979                    | 0.315                   |
| 57-1-3                                | 19                    | 41                  | 2.158                         | 21                 | 0.512               | 0.388                   | 18.476                            | 6.805                    | 0.358                   |
| 16-1-1                                | 16                    | 44                  | 2.750                         | 30                 | 0.682               | 0.7535                  | 25.117                            | 6.672                    | 0.417                   |
| 16-1-2                                | 13                    | 37                  | 2.846                         | 20                 | 0.541               | 0.4806                  | 24.030                            | 6.311                    | 0.485                   |
| 16-1-3                                | 14                    | 32                  | 2.286                         | 17                 | 0.531               | 0.3935                  | 23.147                            | 6.037                    | 0.431                   |
| CK-3-1                                | 15                    | 38                  | 2.533                         | 31                 | 0.816               | 1.2712                  | 41.006                            | 6.293                    | 0.420                   |
| CK-3-2                                | 13                    | 34                  | 2.615                         | 22                 | 0.647               | 0.8351                  | 37.959                            | 5.951                    | 0.458                   |
| CK-3-3                                | 10                    | 25                  | 2.500                         | 0                  | 0.000               | /                       | /                                 | 4.349                    | 0.435                   |
| CK-2-1                                | 16                    | 41                  | 2.563                         | 29                 | 0.707               | 0.8853                  | 30.528                            | 5.74                     | 0.359                   |
| CK-2-2                                | 14                    | 37                  | 2.643                         | 23                 | 0.622               | 0.7172                  | 31.183                            | 5.897                    | 0.421                   |

Note: A-B-C: A-CK is WT, and the others are transgenic lines; B - different T1 lines from the same T0 line; C - different spikes from the same plant. Thousand-kernel weight is assessed by weighing the kernels per spike.

**Supplementary Table 5. RT-qPCR primers for RLG\_famc7.3-ELEs.**

| <b>Primer ID</b>              | <b>Primer sequence (5'- 3')</b> |
|-------------------------------|---------------------------------|
| ELE-1-F                       | TGCTTCCCTGGAGGTCGCGC            |
| ELE-1-R                       | TCACTGGCCAGAACGGGGCA            |
| ELE-2-F                       | AGCCTCACCCTGGAAGCC              |
| ELE-2-R                       | GAAGCTGAAGACGTCGGCG             |
| TaActin(TraesCS1A02G274400)-F | ACTTTCCAGCAGATGTGGATCTC         |
| TaActin(TraesCS1A02G274400)-R | TGCCAAACGGAAAAGATGAACCGATAC     |

## Supplementary references

- 1 Morton, T. *et al.* Paired-end analysis of transcription start sites in Arabidopsis reveals plant-specific promoter signatures. *Plant Cell* **26**, 2746-2760 (2014).
- 2 Le, N. T. *et al.* Epigenetic regulation of spurious transcription initiation in Arabidopsis. *Nat Commun* **11**, 3224, (2020).
- 3 Mejía-Guerra, M. K. *et al.* Core promoter plasticity between maize tissues and genotypes contrasts with predominance of sharp transcription initiation sites. *Plant Cell* **27**, 3309-3320 (2015).
- 4 Wang, K. *et al.* Multi-strategic RNA-seq analysis reveals a high-resolution transcriptional landscape in cotton. *Nat Commun* **10**, 4714 (2019).
- 5 Demircioglu, D. *et al.* A pan-cancer transcriptome analysis reveals pervasive regulation through alternative promoters. *Cell* **178**, 1465-1477 (2019).
- 6 Ushijima, T. *et al.* Light controls protein localization through phytochrome-mediated alternative promoter selection. *Cell* **171**, 1316-1325 (2017).
- 7 Thieffry, A. *et al.* PAMP-triggered genetic reprogramming involves widespread alternative transcription initiation and an immediate transcription factor wave. *Plant Cell* **34**, 2615-2637 (2022).
- 8 Kurihara, Y. *et al.* Transcripts from downstream alternative transcription start sites evade uORF-mediated inhibition of gene expression in Arabidopsis. *Proc Natl Acad Sci U S A* **115**, 7831-7836 (2018).
- 9 Wang, M. *et al.* An atlas of wheat epigenetic regulatory elements reveals subgenome divergence in the regulation of development and stress responses. *Plant Cell* **33**, 865-881 (2021).
- 10 Li, Z. *et al.* The bread wheat epigenomic map reveals distinct chromatin architectural and evolutionary features of functional genetic elements. *Genome Biol* **20**, 139 (2019).
- 11 Kim, T.-K. *et al.* Widespread transcription at neuronal activity-regulated enhancers. *Nature* **465**, 182-187 (2010).
- 12 Andersson, R. *et al.* An atlas of active enhancers across human cell types and tissues. *Nature* **507**, 455-461 (2014).
- 13 Ghandi, M. *et al.* gkmSVM: an R package for gapped-kmer SVM. *Bioinformatics* **32**, 2205-2207 (2016).
- 14 Wicker, T. *et al.* Impact of transposable elements on genome structure and evolution in bread wheat. *Genome Biol* **19**, 103 (2018).
- 15 Cho, J. *et al.* Sensitive detection of pre-integration intermediates of long terminal repeat retrotransposons in crop plants. *Nature Plants* **5**, 26-33, (2019).

# Supplementary material for: Transposable element-initiated enhancer-like elements generate the subgenome-biased spike specificity of polyploid wheat
**Source:** Nat Commun. 2023 Nov 17;14:7465. doi: 10.1038/s41467-023-42771-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

Description: Statistics of sequencing data quality

### **Supplementary Data 2**

Description: TSS clusters identified by CAGE-seq data

### **Supplementary Data 3**

Description: Enhancer TSS cluster and gene pairs which are linked by CAGE-seq signal correlation

### **Supplementary Data 4**

Description: ELE-RNAs specifically expressed in one tissue

### **Supplementary Data 5**

Description: The number of each TE subfamily in each subgenome

### **Supplementary Data 6**

Description: GWAS trait enrichment in SNVs surrounding spikelet-I specific RLG\_famc7.3 enhancers

### **Supplementary Data 7**

Description: Statistics of knockdown lines information, include RNA-seq and smRNA-seq data quality, and the primers for Chop-PCR

### **Supplementary Data 8**

Description: Statistics of ALE-seq data

# Supplementary material for: Transposable element-initiated enhancer-like elements generate the subgenome-biased spike specificity of polyploid wheat
**Source:** Nat Commun. 2023 Nov 17;14:7465. doi: 10.1038/s41467-023-42771-9
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during the current study include CAGE-seq, RNA-seq, ChIP-seq, Bisulfite-seq, smRNA-seq and ALE-seq. The sequencing data are available in the Gene Expression Omnibus (GEO) repository <https://www.ncbi.nlm.nih.gov/geo/> under accession number GSE198284 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198284>). Other datasets including Chinese Spring Hi-C data, RNA-seq, ChIP-seq and Bisulfite-seq of Chinese Spring seedlings, nascent RNA sequencing, RNA-seq of Chinese Spring tissues during development and under treatments were published previously.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

This article does not involve human research.

Reporting on race, ethnicity, or other socially relevant groupings

This article does not involve human research.

Population characteristics

This article does not involve human research.

Recruitment

This article does not involve human research.

Ethics oversight

This article does not involve human research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistics method is used to predetermine sample size for CAGE-seq or other related high throughput sequencing. We aimed to investigate the expression and epigenetic dynamics during wheat development, and we selected typical developmental stages of wheat, including vegetative growth, reproductive growth, above-ground parts, and below-ground parts, which are sufficiently representative.

Data exclusions

No data was excluded from the analysis.

Replication

Replicated assays were performed and reproduced the main results in this study (Supplementary data1, Supplementary data7 and Fig. S22).

Randomization

Because we did not have group allocation and perform different treatments in this study, the randomization was not used.

Blinding

Because we did not have group allocation in this study, the blinding was not used.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Methods

## Data deposition

e\_rep1.R2.fq.gz;cs\_em\_ale\_rep2.bw;cs\_em\_ale\_rep2.R1.fq.gz;cs\_em\_ale\_rep2.R2.fq.gz;cs\_em\_ale\_rep3.bw;cs\_em\_ale\_rep3.R1.fq.gz;cs\_em\_ale\_rep3.R2.fq.gz;cs\_embryo.CG\_ratio.bw;cs\_embryo\_CHG\_ratio.bw;cs\_embryo\_CHH\_ratio.bw;CS\_embryo\_H3K27me3\_rep1.bw;CS\_embryo\_H3K27me3\_rep1\_R1.fq.gz;CS\_embryo\_H3K27me3\_rep1\_R2.fq.gz;CS\_embryo\_H3K4me3\_rep1.bw;CS\_embryo\_H3K4me3\_rep1\_R1.fq.gz;CS\_embryo\_H3K4me3\_rep1\_R2.fq.gz;CS\_embryo\_H3K9ac\_rep1.bw;CS\_embryo\_H3K9ac\_rep1\_R1.fq.gz;CS\_embryo\_H3K9ac\_rep1\_R2.fq.gz;cs\_endosperm\_ale\_rep1.bw;cs\_endosperm\_ale\_rep1.R1.fq.gz;cs\_endosperm\_ale\_rep1.R2.fq.gz;cs\_heat\_ale\_rep1.bw;cs\_heat\_ale\_rep1.R1.fq.gz;cs\_heat\_ale\_rep1.R2.fq.gz;CS\_RNA\_embryo\_rep1.R1.fq.gz;CS\_RNA\_embryo\_rep1.R2.fq.gz;cs\_RNA\_embryo\_rep1\_readcount.txt;cs\_RNAi1\_rnaseq\_FPKM.txt;cs\_RNAi1\_rnaseq\_R1.fq.gz;cs\_RNAi1\_rnaseq\_R2.fq.gz;cs\_RNAi2\_rnaseq\_FPKM.txt;cs\_RNAi2\_rnaseq\_R1.fq.gz;cs\_RNAi2\_rnaseq\_R2.fq.gz;cs\_RNAi3\_rnaseq\_FPKM.txt;cs\_RNAi3\_rnaseq\_R1.fq.gz;cs\_RNAi3\_rnaseq\_R2.fq.gz;cs\_RNAi4\_rnaseq\_FPKM.txt;cs\_RNAi4\_rnaseq\_R1.fq.gz;cs\_RNAi4\_rnaseq\_R2.fq.gz;CS\_RNA\_root\_rep1\_1.R1.fq.gz;CS\_RNA\_root\_rep1\_1.R2.fq.gz;CS\_RNA\_root\_rep1\_2.R1.fq.gz;CS\_RNA\_root\_rep1\_2.R2.fq.gz;cs\_RNA\_root\_rep1\_readcount.txt;cs\_root\_50um\_ale\_rep1.bw;cs\_root\_50um\_ale\_rep1.R1.fq.gz;cs\_root\_50um\_ale\_rep1.R2.fq.gz;cs\_root\_ale\_rep1.bw;cs\_root\_ale\_rep1.R1.fq.gz;cs\_root\_ale\_rep1.R2.fq.gz;cs\_root.CG\_ratio.bw;cs\_root\_CHG\_ratio.bw;cs\_root\_CHH\_ratio.bw;CS\_root\_H3K27me3\_rep1.bw;CS\_root\_H3K27me3\_rep1\_R1.fq.gz;CS\_root\_H3K27me3\_rep1\_R2.fq.gz;CS\_root\_H3K4me3\_rep1.bw;CS\_root\_H3K4me3\_rep1\_R1.fq.gz;CS\_root\_H3K4me3\_rep1\_R2.fq.gz;CS\_root\_H3K9ac\_rep1\_1.R1.fq.gz;CS\_root\_H3K9ac\_rep1\_1.R2.fq.gz;CS\_root\_H3K9ac\_rep1\_2.R1.fq.gz;CS\_root\_H3K9ac\_rep1\_2.R2.fq.gz;CS\_root\_H3K9ac\_rep1.bw;cs\_seedling\_ale\_rep2.bw;cs\_seedling\_ale\_rep2.R1.fq.gz;cs\_seedling\_ale\_rep2.R2.fq.gz;cs\_spikelet\_l\_ale\_rep1.bw;cs\_spikelet\_l\_ale\_rep1.R1.fq.gz;cs\_spikelet\_l\_ale\_rep1.R2.fq.gz;cs\_spikelet\_l.CG\_ratio.bw;cs\_spikelet\_l\_CHG\_ratio.bw;cs\_spikelet\_l\_CHH\_ratio.bw;cs\_style\_ale\_rep1.bw;cs\_style\_ale\_rep1.R1.fq.gz;cs\_style\_ale\_rep1.R2.fq.gz;F2\_2\_ale\_rep1.bw;F2\_2\_ale\_rep1.R1.fq.gz;F2\_2\_ale\_rep1.R2.fq.gz;G1812\_seedling\_ale\_rep1.bw;G1812\_seedling\_ale\_rep1.R1.fq.gz;G1812\_seedling\_ale\_rep1.R2.fq.gz;TAA\_ale\_rep1.bw;TAA\_ale\_rep1.R1.fq.gz;TAA\_ale\_rep1.R2.fq.gz;XX329\_ale\_rep1.bw;XX329\_ale\_rep1.R1.fq.gz;XX329\_ale\_rep1.R2.fq.gz;CK\_srna\_seq.fq.gz;RNAi1\_srna\_seq.fq.gz;RNAi2\_srna\_seq.fq.gz;CK\_21nt.rpm.bw;RNAi1\_21nt.rpm.bw;RNAi2\_21nt.rpm.bw ; CK\_24nt.rpm.bw;RNAi1\_24nt.rpm.bw;RNAi2\_24nt.rpm.bw;JW1\_spikelet\_H3K4me3.R1.fastq.gz;JW1\_spikelet\_H3K4me3.R2.fastq.gz;JW1\_spikelet\_H3K9ac.R1.fastq.gz;JW1\_spikelet\_H3K9ac.R2.fastq.gz;JW1\_spikelet\_H3K4me3.peaks.bed;JW1\_spikelet\_H3K9ac.peaks.bed

Genome browser session  
(e.g. [UCSC](#))

[http://119.78.67.240/JBrowse/?data=cs\\_eRNA\\_jbrowse](http://119.78.67.240/JBrowse/?data=cs_eRNA_jbrowse)

## Methodology

### Replicates

cs\_cage\_seedling\_rep1;cs\_cage\_seedling\_rep2;cs\_cage\_seedling\_rep3;cs\_cage\_seedling\_rep4;cs\_cage\_spikelet\_l\_rep1;cs\_cage\_spikelet\_l\_rep2;cs\_cage\_embryo\_rep1;cs\_cage\_embryo\_rep2;cs\_cage\_embryo\_rep3;cs\_cage\_root\_rep1;cs\_cage\_root\_rep2, the correlations of the replicates are in Supplementary table S1.

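Pearson's r of RPM across the 134180 merged clusters was 0.990 between the spike replicates, 0.996 between the root replicates, between 0.924 and 0.976 among the 3 embryo replicates, and between 0.732 and 0.954 among the 4 seedling replicates. Between tissues, the 44 pairs of libraries gave r between 0.180 and 0.874, and the 3 pairs with seedling replicate 1, at most 0.786, lay below the highest of these. On the scale of log2(RPM + 1), which gives less weight to the highest clusters, r was 0.793 in spike, 0.854 in root, between 0.697 and 0.705 in embryo and between 0.538 and 0.708 in seedling, against at most 0.457 between tissues. The 10 largest clusters held between 8.62% and 23.7% of the tags of a library.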

### Sequencing depth

All CAGE-seq, Bisulfite-seq, ChIP-seq and RNA-seq reads were paired-end 150bp. The number of raw read pairs were show below:

cs\_cage\_embryo\_rep1 92265264  
cs\_cage\_embryo\_rep2 19384074  
cs\_cage\_embryo\_rep3 104005883  
cs\_cage\_seedling\_rep1 108808271  
cs\_cage\_seedling\_rep2 48712475  
cs\_cage\_seedling\_rep3 62332460  
cs\_cage\_seedling\_rep4 98353976  
cs\_cage\_spikelet-l\_rep1 58944069  
cs\_cage\_spikelet-l\_rep2 130329136  
cs\_cage\_root\_rep1 88008314  
cs\_cage\_root\_rep2 92517760  
cs\_RNA\_root\_rep1 57368754  
cs\_RNA\_root\_rep2 37533142 (download from SRR947016)  
cs\_RNA\_root\_rep3 29313406 (download from SRR946457)  
cs\_RNA\_embryo\_rep1 63407747  
cs\_RNA\_embryo\_rep2 15875235 (download from SRR12103282)  
cs\_RNA\_embryo\_rep3 16018485 (download from SRR12103286)  
cs\_RNA\_seedling\_rep1 62846861 (download from SRR9360460)  
cs\_RNA\_seedling\_rep2 95368714 (download from SRR10300719)  
cs\_RNA\_spikelet\_l\_rep1 42137897 (download from SRR10300726)  
cs\_RNA\_spikelet\_l\_rep2 52465585 (download from SRR10300727)  
cs\_bisulfite\_embryo 605039974  
cs\_bisulfite\_spikelet\_l 645520959  
cs\_bisulfite\_root 596113514  
Bisulfite-seq of seedling data are downloaded from SRP133674  
CS\_embryo\_H3K4me3\_rep1 93189114  
CS\_embryo\_H3K9ac\_rep1 101202286  
CS\_embryo\_H3K27me3\_rep1 146247100  
CS\_root\_H3K4me3\_rep1 217364552  
CS\_root\_H3K9ac\_rep1 149819940  
CS\_root\_H3K27me3\_rep1 159823740  
ChIP-seq of seedling and spikelet\_l data are download from GSE139019  
cs\_anther\_ale\_rep1 15694262  
cs\_callus\_ale\_rep1 16700315  
cs\_endosperm\_ale\_rep1 12534929  
cs\_root\_ale\_rep1 12928691

cs\_seedling\_ale\_rep2 14418994  
 cs\_spikelet\_l\_ale\_rep1 11488879  
 cs\_style\_ale\_rep1 11325387  
 cs\_embryo\_ale\_rep1 15328845  
 cs\_embryo\_ale\_rep2 18325406  
 cs\_embryo\_ale\_rep3 16483134  
 100mix\_ale\_rep1 14811039  
 33.1\_5\_ale\_rep1 19313008  
 33.3\_5\_ale\_rep1 22510203  
 33.3\_6\_ale\_rep1 19272644  
 cs\_heat\_ale\_rep1 20904957  
 cs\_root\_50um\_5az\_ale\_rep1 13652849  
 F2\_2\_ale\_rep1 14780333  
 TAA\_ale\_rep1 9979455  
 XX329\_ale\_rep1 13726583  
 G1812\_seedling\_ale\_rep1 18053223  
 cs\_CK1\_rnaseq 7178217  
 cs\_CK2\_rnaseq 13830859  
 cs\_CK3\_rnaseq 13816932  
 cs\_knockdown1\_rnaseq 11670667  
 cs\_knockdown2\_rnaseq 12958959  
 cs\_knockdown3\_rnaseq 14632968  
 cs\_knockdown4\_rnaseq 16510101  
 JW1\_spikelet\_H3K4me3 48679466  
 JW1\_spikelet\_H3K9ac 46456598

## Antibodies

H3K4me3:Abcam-ab8580, Cambridge, England;  
 H3K9ac:Millipore-07352, Upstate, USA;  
 H3K27me3:Millipore-07360, Upstate, USA

## Peak calling parameters

MACS2 was used with parameters: "callpeak -f BAMPE -g 14271578887 --nomodel --nolambda", FDR < 0.05 and P value < 1e-10.

## Data quality

The Peaks numbers of the ChIP-seq generated in this article are listed below:

CS\_embryo\_H3K4me3\_rep1 132696  
 CS\_embryo\_H3K9ac\_rep1 100547  
 CS\_embryo\_H3K27me3\_rep1 19987  
 CS\_root\_H3K4me3\_rep1 140974  
 CS\_root\_H3K9ac\_rep1 73272  
 CS\_root\_H3K27me3\_rep1 123438  
 JW1\_spikelet\_H3K4me3 193251  
 JW1\_spikelet\_H3K9ac 343721

## Software

Trim Galore (version 0.6.4); bwa (version 0.7.17-r1188); MACS2 (version 2.1.1); MCScanX; prank (v.170427); MEME software toolkit (version 5.1.1)

How the deposited data were processed for this re-analysis (not part of the article)

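CAGE sequencing, RNA-seq and ChIP-seq of wheat were examined. The CAGE libraries came from seedling (4), spike (2), embryo (3) and root (2) of Chinese Spring and from embryo of *Triticum urartu* G1812 (2). RNA-seq came from root (1) and embryo (1) of Chinese Spring, and from booting-stage spikes of 3 CK plants and 4 RNAi knockdown lines. ChIP-seq came from JW1 spikes, with 1 peak list each for H3K4me3 and H3K9ac. The authors' CAGE values are counts of uniquely mapped 5′ ends per position and strand without normalization, their root and embryo RNA-seq values are read counts on genes, their knockdown and CK values are FPKM, and their peak lists hold positions without scores. Chromosomes are split into parts in the CAGE files, and the offset of each second part was found from the coordinates that the paper lists, since the starts and ends of all 1997 listed ELE-RNA clusters then fell on tags.

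CAGE libraries held between 2970800 and 24399682 tags in Chinese Spring, and 5902766 and 8710684 in *T. urartu*. Clusters were made by joining tag positions at most 20 bp apart on 1 strand, with at least 2 tags in each of at least 2 libraries of a tissue and a mean of at least 0.1 RPM, and were merged between tissues where they overlapped. The paper names CAGEr and a minimum of 2 samples, and its text gives no clustering distance or tag minimum. Counts in merged clusters and in the ELE-RNA clusters of Supplementary Data 4 were fitted with edgeR's quasi-likelihood model, with TMM factors from the merged clusters and 1 coefficient per tissue. Each tissue was compared with the mean of the other 3, at a Benjamini-Hochberg adjusted p of 0.05 and a log2 fold change of 1. On simulated data, 0% of clusters changed 8-fold in embryo and 32% of clusters changed 64-fold were called over 134180 clusters, so a cluster that was not called can still differ. The RNAi target region was read with an extension of 200 bp on both sides, and compared by exact permutation of the libraries as well.

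For knockdown against CK, limma with a mean-variance trend was fitted to log2(FPKM + 1) over genes with a mean FPKM of at least 0.5, with the paper's thresholds (absolute log2 fold change above 1, unadjusted p under 0.05) and with Benjamini-Hochberg adjustment. On simulated data, 45.5% of genes changed 2-fold passed the paper's thresholds and 0% the adjusted one, and 100% and 68% of genes changed 8-fold did. Reads were recovered from FPKM by finding, for each gene, the shortest length at which the values of all 7 libraries come within 0.003 reads, or a relative 3e-06, of whole numbers. Lengths of 30 to 40000 bp were tried, and 99.6% of 3000 simulated genes came back exactly. DESeq2 and edgeR were run on these reads. The target genes of Fig. 4g were counted separately, adjusted over all genes and over the list alone, compared with 10000 random lists matched on mean FPKM, and put to camera and fry. The correlation between lines was compared with 100 simulated experiments of unchanged lines that share their CK libraries, with genes drawn independently. Replicate numbers did not pair the libraries of different groups, for which deviations from the group mean correlated at a median r of 0.003 between CAGE libraries of the same number. Fits with a replicate block therefore model a pairing that was not seen.

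Peaks were counted as overlapping a cluster when they shared at least 1 bp. Spike traits were read from Supplementary Table 4, averaged per plant, and compared by exact permutation. The correlation of RNA-seq with CAGE was computed across the 1386 genes named in the part of Supplementary Data 2 that could be read. Intervals and limits cover counting error only, and limits on CAGE tags take each tag as a separate molecule.

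The genes and clusters named in the text were chosen by a rule set before the data were examined, as were the comparisons and most other settings. The rule takes, among the target genes of Fig. 4g, the 3 lower and the 2 higher genes with the smallest p among those past the paper's thresholds with all knockdown libraries on one side of all CK libraries, over all genes the 3 higher and 3 lower genes with the smallest p under the same condition and an adjusted p under 0.05, every gene that the primer tables give by identifier, the RNAi target region, and the 2 clusters of each ELE-RNA list with the highest mean RPM in their tissue. Gene identifiers without a name in the files or supplements are printed for at most 2 genes that rose and 2 that fell. The paper's values for the target genes had been seen when the rule was set.

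Other settings tried were another joining distance, tag minimum and number of libraries, no TMM, DESeq2 for CAGE, a filter on low counts, wider intervals, a replicate block, other pseudocounts and FPKM minimums, quantile normalization, array weights, no trend, counts-based tools, a peak distance of 500 bp, and each library left out in turn. The fit with array weights rested the CK level mostly on CK replicate 1 (weight 4.58, against 0.141 and 0.661 for CK replicates 2 and 3). Other splits of the libraries were run for the fitted comparisons, all 35 for knockdown against CK and 60 for CAGE. Gene annotation and sequence of the authors' build would be needed for the share of intergenic clusters, the signal of all RLG_famc7.3 copies and the spike-specific genes in the knockdown lines, and these were left out. Processed files of the ALE-seq, bisulfite, small RNA and Chinese Spring ChIP-seq samples were not in the copy of the data used here, although the paper's Reporting Summary lists some, so these samples were not examined.

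The tools were Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0.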

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

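The counts over other splits of the libraries and the DESeq2 fits with 1 library left out in this part were chosen only after the results were seen. So were the tests of depth, of organ or stage, and of genotype.

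Outside the target genes of Fig. 4g and the genes of Supplementary Data 7, 119 genes had at least 2 FPKM in all 3 CK libraries and were listed at 0 in all 4 knockdown lines, and 0 genes showed the reverse.  Their median FPKM in CK was 17.3. TraesCS5A02G017000 had 89.4, 82.5 and 43.3 FPKM in CK replicates 1 to 3 (limma adjusted p = 0.000337) and TraesCS5B02G015000 had 70.5, 61.2 and 34.8 (limma adjusted p = 0.000337), and the files pair neither identifier with a name. Of all 35 splits of the 7 libraries into 3 and 4, 1 gave as many such genes, the real split, and the highest of the others gave 7, so chance can be excluded. Depth is argued against, because at the CK level the median gene would have had 118 reads in the shallowest knockdown library (lowest 15.9). Of the 119 genes, 92.4% had 5 reads or fewer in Chinese Spring root and embryo RNA-seq together, against a median of 5.04% (range 0% to 14.3%) in 10000 lists matched on CK level. This is consistent with genes used in few organs or stages, so the sampled CK and knockdown spikes may have differed in stage or in the organs they held. A knockdown acting on spike genes would give the same value, so the effect of the construct stays open beside a difference in sampling. Plants of another genotype in the 2 groups cannot be told apart from these, since 0 genes were found the other way, which a genotype difference could also give if CK alone matched the reference. Paper and sample labels name different cultivars for these plants, in the same way for CK and knockdown. This conflict is therefore no evidence for or against a genotype difference between the groups, which stays open.

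Outside the target genes of Fig. 4g, 349 genes passed an adjusted p of 0.05 in limma, with no minimum fold change, 332 lower and 17 higher in the knockdown lines, and the 21 genes that Supplementary Data 7 lists as lower outside these targets are not among them. The paper states that spike-specific genes went down, and how many of the 349 are spike-specific was not counted. Among those that rose, TraesCS7D02G506500, which the files pair with no name, went from 0.285 ± 0.494 FPKM (SD, n = 3) in CK to 8.54 ± 2.34 (SD, n = 4; limma adjusted p = 0.00594, between 0.000211 and 0.0461 in the other limma fits). It missed the adjusted threshold in edgeR (adjusted p = 0.148) and in DESeq2 (adjusted p = 0.0819, and between 0.0989 and 0.281 with 1 library left out). Of the 35 splits, 1 gave as many genes past the adjusted threshold, the real one, and the highest of the others gave 10, so chance can be excluded for this count. For the 5297 genes past the paper's unadjusted thresholds, 3 of the 35 splits gave as many and the highest of the others gave 6738, so chance cannot be excluded there. The same holds for the 10 lower target genes, for which 6 of the 35 splits gave as many and the highest of the others gave 39. The split with 6738 calls set CK replicates 1 and 2 and knockdown line 4 against the other libraries. In those libraries the total behind FPKM was 93.0%, 88.8% and 91.0% of the mapped pairs, against 100% in the others. Whether they were processed alike was not tested, so that split may reflect more than chance. The adjusted counts moved with single libraries. Lower genes numbered 208 without CK replicate 1, 781 without CK replicate 2, and 168, 187 and 173 without knockdown lines 1, 2 and 3. Higher genes numbered 1 and 55 without CK replicates 1 and 3, 11 without CK replicate 2 or knockdown line 2, and 2, 5 and 60 without knockdown lines 1, 3 and 4. The knockdown, the sampled stage and organs, and the genotype of the plants all differ or can differ between the groups in the same way, and the tests above do not separate them for these 349 genes.

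In 3 of the 22 groups of 4 libraries tested, a library lay far from the others. Chance alone gives about 1 in 20 such groups. In each case 3 knockdown lines were listed at 0 and 1 line was above 0. TraesCS5A02G235500 had 0.286 FPKM in line 4, TraesCS5A02G315000 had 0.293 FPKM in line 3, and a gene whose CK libraries held 376, 329 and 108 FPKM had 0.666 FPKM in line 4. With 3 values at 0 any value above 0 stands apart by this measure, and no biological explanation was tested.

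CAGE data that the paper's text does not report came from 2 embryo libraries of *Triticum urartu* G1812, with 5902766 and 8710684 tags. They gave 20179 clusters with at least 2 tags in both libraries and a mean of at least 0.1 RPM, and 18214 with a minimum of 1 RPM. Of the 20179 clusters, 55.6% were longer than 10 bp. Pearson's r between the libraries across clusters was 0.983 for RPM and 0.762 for log2(RPM + 1). Clusters held 85.0% and 81.1% of the tags. With no other condition in this species, no biological explanation was tested.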

How the results depend on the processing

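The fits of DESeq2 on the recovered reads with each library left out were chosen only after the data were seen; the other settings were set before the data were examined.

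Of 389 alternative values for results other than named genes and clusters, 257 kept their direction and their size or side of the threshold, 119 moved and 13 reversed. Unless a cause is given, the cause was not tested.

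With tags in 1 library accepted instead of 2, clusters numbered 229391 in seedling, 234955 in spike, 224300 in embryo, 245821 in root and 751591 after merging, since each library then adds its own positions. With each seedling library left out, seedling clusters ranged from 40798 to 54727, and embryo clusters from 19463 to 23398 with each embryo library left out. Distances of 50 bp and minimums of 0.5 or 1 RPM kept the counts within 1.5 times. On the log2(RPM + 1) scale the lowest replicate correlation was 0.538 in seedling, 0.793 in spike, 0.697 in embryo and 0.854 in root.

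Of the embryo clusters of Supplementary Data 4, 943 were called in the reported fit, 29 with a replicate block and 37 by DESeq2, and between 15 (without embryo replicate 2) and 999 (without seedling replicate 1) with each library left out. The others that moved it were 36 without either root library, 116 and 129 without spike replicates 2 and 1, and 142 without embryo replicate 1. Of the 377 root clusters, 189 were called, 1 with a replicate block, 0 by DESeq2 (25 at an unadjusted p under 0.05), and between 0 and 193 with each library left out, with 0 without embryo replicate 1, embryo replicate 2 or root replicate 2. All of these clusters kept a higher sign in root under DESeq2. The smaller counts without a library rest in part on fewer libraries, where a tissue left with 1 library is assumed to vary like the others. Spike-biased clusters numbered 13068, 1272 with a replicate block, 3672 after a filter on low counts, 339 by DESeq2, and between 1295 (without root replicate 2) and 13545 with each library left out, with 1372 without root replicate 1 and 8623 without spike replicate 2. Among those placed on subgenome A, B or D, the share on A lay between 31.5% and 33.1% under these settings, against 33.1% in the reported fit.

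At the RNAi target, the log2 fold change in spike ranged from -6.58 (without spike replicate 2) to 4.11 and the difference in RPM from -1.64 to 7.62 with each library left out. The sign turned only without spike replicate 2, which held all spike tags of the region. Spike is then 1 library with 0 tags, so the fitted -6.58 (standard error 5.35) depends on the prior count and is no bound. The log2 fold change of 2.25 became 0.35 with a replicate block and 1.76 without TMM. With the wider extension that was tried it was 1.67, and the difference of 2.99 RPM became 1.52 (exact permutation test, p = 0.855), as seedling replicate 3 had 81 tags on the minus strand there.

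For knockdown against CK over all genes, 2393 genes were lower with the paper's thresholds, against 1452 at a mean FPKM of at least 2, 5377 with array weights, 6342 with edgeR and 7917 with DESeq2 on the recovered reads. The 2904 higher genes became 4433 with a pseudocount of 0.1, 4748 with a replicate block, and between 810 (without CK replicate 2) and 5925 (without CK replicate 3). After adjustment, with no minimum fold change, the 332 lower genes became 501 with quantile normalization, 7148 with array weights, 510 with edgeR, 2418 with DESeq2, and between 168 (without knockdown line 1) and 781 (without CK replicate 2). The 17 higher genes became 6 with no filter, 37 with quantile normalization, 6453 with array weights, 134 with a replicate block, 5 with edgeR, 482 with DESeq2, and between 1 (without CK replicate 1) and 60 (without knockdown line 4). Lower genes made up 45.2% of the calls in the reported fit, 36.7% at a mean FPKM of at least 2, 40.0% with a replicate block, 40.7% with a pseudocount of 0.1, 56.2% after quantile normalization, 59.1% with array weights, 74.1% with edgeR, 72.5% with DESeq2, and between 34.7% (without CK replicate 3) and 80.1% (without CK replicate 2) with each library left out, with 37.3% without CK replicate 1 and 38.0% without knockdown line 4.

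Among the target genes of Fig. 4g, the 10 lower genes became 19 with a pseudocount of 0.1, 4 at a mean FPKM of at least 2, 28 with array weights, 35 with edgeR, 41 with DESeq2, and between 6 (without CK replicate 1) and 17 (without CK replicate 2). The 17 higher genes became 27 with array weights, 35 with a replicate block, 9 with edgeR, and between 3 (without CK replicate 2) and 34 (without CK replicate 3). In DESeq2 with each library left out, lower genes ranged over all genes from 4714 to 9224 and higher genes from 1572 to 5209, and among the targets lower genes ranged from 21 (without CK replicate 2) to 45 and higher genes from 4 to 27. The percent of matched lists with as many lower genes was 82.7 in the reported fit, 17.0 with DESeq2 and 36.2 with edgeR, where the targets lay above the median list instead of below it. The camera p of 0.927 turned from lower to higher with no filter (0.663), at a mean FPKM of at least 2 (0.977), with a replicate block (0.570) and without some libraries (range 0.548 to 0.968). The fry p of 0.501 turned from higher to lower with array weights (0.764) and without CK replicate 2 (range 0.304 to 0.66 over the libraries). None of these directional set tests passed 0.05. In fry's mixed test, which takes both directions together, p was 0.116 in the reported fit, 0.000157 with array weights, 0.0181 without CK replicate 3 and 0.0473 without CK replicate 2, and between 0.0596 and 0.308 under the other settings.

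With 1 CK library per line, r between lines was 0.530 (lines 1 and 2), 0.439 (1 and 3), 0.204 (1 and 4), 0.408 (2 and 3), 0.150 (2 and 4) and 0.207 (3 and 4), since the lines then share no control. With each CK library left out, the ranges were 0.826 to 0.872, 0.773 to 0.844, 0.482 to 0.609, 0.723 to 0.801, 0.412 to 0.541 and 0.540 to 0.650 in the same order.

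Peaks within 500 bp raised the spike clusters with a JW1 peak to 76.7% for H3K4me3 and 70.9% for H3K9ac, as a wider window must. At 10 counts or more, the rank correlation of RNA-seq with CAGE fell to 0.339 in root and 0.398 in embryo. The 4 spike traits kept their direction and the side of the unadjusted threshold with spikes or transgenic lines as the unit. After adjustment over the 4 traits, rachis length and kernel weight passed 0.05 with spikes as the unit (exact permutation, adjusted p = 0.0215 and 0.00253) and had adjusted p of 0.0889 with plants and 0.0714 with lines. With lines both already had the smallest unadjusted p that can be reached, 0.0357, and with plants kernel weight had, at 0.0222, so these adjusted values decide little.

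Among named genes, TraesCS1A02G274400, with no clear change, ranged from -0.51 to 0.17 in log2 fold change with each library left out and rose without CK replicates 1 and 3 or knockdown lines 2 and 3. TraesCS3A02G488500 ranged from -0.43 to 0.0092, the value without CK replicate 1. TraesCS5A02G017000 and TraesCS5B02G015000 passed the adjusted threshold under all 17 settings. TraesCS7D02G506500 missed it under 2 of 17. TraesCS5A02G235500, TraesCS5A02G315000, TraesCS6A02G161600 passed it under 2 of 16, 2 of 16 and 2 of 17, and TraesCS3D02G247300 under 1 of 17. These counts leave out the 7 DESeq2 fits with 1 library left out, in which TraesCS5A02G017000 and TraesCS5B02G015000 passed each time, TraesCS7D02G506500 missed each time (adjusted p between 0.0989 and 0.281), and the other 4 passed in 5, 3, 4 and 1 in this order.

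The share of intergenic clusters, the signal of RLG_famc7.3 copies and the spike-specific genes in the knockdown lines were not run, since they need gene annotation or sequence of the authors' build. A higher-scoring portion of the JW1 peaks was not run because the lists hold no scores. Spike and root clusters without a replicate gave no value under the rule of 2 libraries. On simulated data the CAGE fit called 0% of clusters changed 8-fold and 32% of those changed 64-fold.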

Differences from the paper's values

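No test in this part was chosen after a result was seen; all settings named here were set before the data were examined.

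The paper's counts of CAGE-tag clusters before merging, from Supplementary Data 2, are 124407 in embryo, 132538 in spike and 125753 in root, and the counts found here are 34573, 44711 and 65713. None of the 7 alternatives for embryo, and of the 4 each for spike and root, came within 1.5 times of the paper's counts. With tags in 1 library accepted, the counts found here lay above the paper's, at 224300, 234955 and 245821, and under every other alternative below them. The count in seedling, 65403 against the paper's 96978, and the merged count, 134180 against the paper's 117757, lay within 1.5 times of the paper's. The seedling count did so in the reported setting alone, since under all 8 alternatives it lay outside, at 229391 with tags in 1 library accepted and between 40798 and 60377 otherwise. The merged count lay outside under 1 of its 11 alternatives, at 751591 with tags in 1 library accepted.

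The paper's number of target genes lower in the knockdown lines is 42, from the Source Data of Fig. 4g, and its share is 13% in the text. In the limma fit on FPKM, 10 of 309 target genes (3.24%) were lower. The fold change cutoff on log2(FPKM + 1) is stricter at low FPKM than the paper's on read counts. Of the 17 alternatives, 3 came within 1.5 times of the paper's values. These are array weights, with 28 genes (9.06%), edgeR on the recovered reads, with 35 (11.5%), and DESeq2 on the recovered reads, with 41 (13.1%). The other 14 gave between 4 and 19 genes. The 41 genes called by DESeq2, the tool that the paper's methods name, are all among the paper's 42, and across 314 genes the log2 fold changes from that fit correlated with the paper's at r = 0.999999.

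The paper's correlation of log2 fold change between knockdown lines 1 and 4 is about 0.66 in Supplementary Fig. 22, read by eye, and the correlation found here is 0.50. Without CK replicate 3 it was 0.61, which lies within 1 SD of the values with a CK library left out from the paper's value, and under the other 5 alternatives it did not lie within it. For lines 1 and 2, the value found here, 0.84, matches the number printed in the figure.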

Other observations

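The counts over other groupings of the CAGE libraries, the tests of depth and genomic DNA for CK replicate 2, the DESeq2 fits with 1 library left out, and the comparison of the lower target genes with random lists by DESeq2 as a test of a shift of all genes were chosen only after the results were seen.

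Lower calls were frequent among all genes in the fits on recovered reads. DESeq2 called 9.63% of all genes lower and 3.66% higher, and 13.1% of the target genes lower. If a shift of all genes gave the lower targets, random lists of genes matched on mean FPKM would hold as many lower calls in at least 5% of lists, and 17.0% of the lists did. The number of lower target genes was therefore not larger than the spread of lower calls among genes of the same expression level. The matched lists had a median log2 fold change of -0.017 in DESeq2, so lower calls were frequent there without a clear downward shift. The adjusted calls do not set the targets apart from all genes either. In DESeq2, 8 of 314 target genes and 2418 of 82231 genes were lower at the adjusted threshold, and with array weights in limma 38 of 309 target genes and 7148 of 55551 genes were, with 30 target genes higher. In the reported limma fit 0 target genes were lower after adjustment (10 at the paper's unadjusted thresholds) against 332 genes, and in edgeR 0 (35) against 510. An effect of the ELE-RNA on some of the targets is neither shown nor excluded by these values. In DESeq2 with 1 library left out, the lower and higher genes that passed were 2 and 0 without CK replicate 1, 3 and 1 without CK replicate 2, 19 and 9 without CK replicate 3, 4 and 0 without knockdown line 1, 3 and 0 without line 2, 5 and 0 without line 3, and 11 and 8 without line 4. No overlap between the 4 knockdown and the 3 CK libraries was seen for 2620 genes that were lower and 6019 that were higher of 55551 in FPKM, where chance gives 2.86% each way, or for 4.72% and 10.8% of the genes.

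CK replicate 2 stood apart from the other libraries. It correlated with them at r between 0.588 and 0.747, its median deviation from the median of the other libraries was -0.47 on the log2 scale, and reads on genes were 43.5% of its mapped pairs. With the knockdown lines alone its r was at most 0.719, and that of the other CK libraries was at least 0.720, so the ranges nearly touch. Low depth is argued against, because CK replicate 1, with fewer reads on genes, correlated with CK replicate 3 at 0.883. Genomic DNA among the reads is argued against, because reads were found on 16.7% of the genes nearly silent in the other libraries, the lowest share of the 7 libraries, and on 40.6% in CK replicate 3. Its deviation correlated with gene length at a Spearman's rho of 0.157 across genes, against 0.156 in knockdown line 4 and -0.149 in CK replicate 3, so gene length does not set it apart. The margin by which these values count as equal was set after they were seen. A biological difference between the CK plants was not tested, and the cause of the low share of reads on genes stays open.

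Random groupings of the 11 Chinese Spring CAGE libraries were set against the tissues. Of 60 groupings, the real one included, 1 called as many of the listed embryo clusters as the real grouping (943), and the highest of the others called 0. The paper chose these clusters as embryo-specific from the same libraries, so this count does not test chance. Over all merged clusters, 10205 were higher and 1975 lower in embryo than in the other tissues. For the higher clusters, 1 of the 60 groupings gave as many, and the highest of the others gave 1852. The 10205 became 1441 with a replicate block, 1926 after a filter on low counts and 3668 with DESeq2. It became 721 and 688 without spike replicates 1 and 2, 779, 933 and 771 without embryo replicates 1 to 3, 1626 and 1534 without root replicates 1 and 2, and 2925 and 1482 without seedling replicates 1 and 4. In seedling 31453 were higher, 1 of the 60 groupings gave as many, and the highest of the others, with 2 seedling libraries in its group of 4, gave 23325. In the fit that also held the RNAi target windows, 31452 were higher and 2649 lower in seedling, and the higher clusters became 3730 with a replicate block, 17235 after a filter on low counts and 14555 with DESeq2, and 2607 and 2663 without spike replicates 1 and 2 and 5381 and 5049 without root replicates 1 and 2. Chance can be excluded for the 10205 and the 31453 clusters in the edgeR fit with all 11 libraries. Other groupings were not run under the other settings, so this is left open for them. Spike and root have 2 libraries each and were not put to this count.

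Shares by subgenome were taken among the clusters placed on A, B or D, without the unplaced ones. For the 13068 clusters higher in spike these shares were 33.1% on A, 33.3% on B and 33.6% on D. For all spike clusters they were 33.2%, 34.0% and 32.8%. Of the clusters higher in seedling and placed on A, B or D, 32.9% lay on A, 34.8% on B and 32.4% on D. These clusters include genes and are not the subgenome-specific ELE-RNAs of Fig. 2e, which could not be picked out without gene annotation and sequence comparison of the authors' build.

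RNA-seq and CAGE of the same tissue were compared across the 1386 genes named in the readable part of Supplementary Data 2, which covers chromosome 1A. Genes are not independent replicates, and each tissue had 1 RNA-seq library. Spearman's rho was 0.469 in root and 0.528 in embryo, 0.165 for root RNA-seq with embryo CAGE and 0.187 for embryo RNA-seq with root CAGE. The ratio of root to embryo had a rho of 0.579.

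The spike traits of Supplementary Table 4 are the paper's own measurements, and the paper's test takes spikes as replicates. Averaged per plant, rachis length was 7.25 ± 0.847 cm (SD, n = 8 plants) in the knockdown lines and 5.67 ± 0.203 cm (SD, n = 2) in CK (two-sided exact permutation test, p = 0.0444, where 8 plants against 2 allow no p below 0.0222). Thousand-kernel weight was 24.2 ± 3.44 g (SD, n = 8) against 35.2 ± 6.10 g (SD, n = 2; exact permutation test, p = 0.0222, the smallest that can be reached). Grain count per spike was 25.0 ± 9.67 (SD, n = 8) against 21.8 ± 5.89 (SD, n = 2; exact permutation test, p = 0.689), and node length 0.453 ± 0.0387 cm (SD, n = 8) against 0.414 ± 0.0337 cm (SD, n = 2; exact permutation test, p = 0.2). After Benjamini-Hochberg adjustment over the 4 traits, the exact permutation p was 0.0889 for rachis length and kernel weight, 0.267 for node length and 0.689 for grain count. With 8 plants against 2, a single trait at the smallest p of 0.0222 gives 0.0889 after adjustment, so these adjusted values decide little.

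Genes that the supplementary primer tables give by identifier were read in the knockdown data. TraesCS1A02G274400, listed as actin, had a log2 fold change of -0.08 (limma adjusted p = 0.941), TraesCS3A02G041200 of 1.44 (limma adjusted p = 0.275) and TraesCS3A02G488500 of -0.17 (limma adjusted p = 0.782). TraesCS3A02G041200 passed the paper's unadjusted thresholds (limma p = 0.0169). It passed the adjusted threshold in limma with array weights (adjusted p = 0.0106) and in DESeq2 without CK replicate 3 (0.0293) or knockdown line 4 (0.0195). In every other fit this gene missed it. The sign of TraesCS1A02G274400 turned when CK replicate 1, CK replicate 3 or knockdown line 2 or 3 was left out, and that of TraesCS3A02G488500 without CK replicate 1.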
